# The IAP family member BRUCE regulates autophagosome–lysosome fusion

**DOI:** 10.1038/s41467-018-02823-x

**Published:** 2018-02-09

**Authors:** Petra Ebner, Isabella Poetsch, Luiza Deszcz, Thomas Hoffmann, Johannes Zuber, Fumiyo Ikeda

## Abstract

Autophagy has an important role in cellular homeostasis by degrading and recycling cytotoxic components. Ubiquitination is known to target cargoes for autophagy; however, key components of this pathway remain elusive. Here we performed an RNAi screen to uncover ubiquitin modifiers that are required for starvation-induced macroautophagy in mammalian cells. Our screen uncovered BRUCE/Apollon/Birc6, an IAP protein, as a new autophagy regulator. Depletion of BRUCE leads to defective fusion of autophagosomes and lysosomes. Mechanistically, BRUCE selectively interacts with two ATG8 members GABARAP and GABARAPL1, as well as with Syntaxin 17, which are all critical regulators of autophagosome–lysosome fusion. In addition, BRUCE colocalizes with LAMP2. Interestingly, a non-catalytic N-terminal BRUCE fragment that is sufficient to bind GABARAP/GABARAPL1 and Syntaxin 17, and to colocalize with LAMP2, rescues autolysosome formation in *Bruce*^*−/−*^ cells. Thus, BRUCE promotes autolysosome formation independently of its ubiquitin-conjugating activity and is a regulator of both macroautophagy and apoptosis.

## Abstract (web summary)

The inhibitor of apoptosis (IAP) protein, BRUCE is known to ubiquitinate apoptosis regulators for proteasomal degradation. Here the authors show that BRUCE provides a bridge between LAMP2 on lysosomes and Atg8 family proteins on autophagosomes to support autophagosome-lysosome fusion.

## Introduction

Autophagy is an evolutionarily conserved fundamental process that maintains cellular homeostasis^1–3^. Three autophagy pathways exist in mammalian cells: macroautophagy, microautophagy, and chaperone-mediated autophagy. These are all important for lysosome-dependent degradation of cargoes such as damaged organelles and protein aggregates^4^. The macroautophagy pathway (referred to as autophagy in this study) involves autophagosome formation, mediated by multiple autophagy (ATG) proteins^1,5^, followed by docking and fusion with a lysosome to become an autolysosome^6^, and phagocytosed cargoes are subsequently degraded by lysosomal enzymes^7^. Genetic studies in yeast have revealed essential genes for autophagy initiation and autophagosome formation, which are conserved in mammals and very well defined^1,3^. Recent studies have also uncovered various factors with important roles in autophagosome–lysosome fusion^8^, including ATG14^9^, Rab7^10^, ectopic P-granules autophagy protein 5 homolog (EPG5)^11^, the homotypic fusion and protein sorting (HOPS)-tethering complex^12^, synaptosome-associated protein 29 (SNAP29), vesicle-associated membrane protein 8 (VAMP8), Syntaxin 17 (STX17)^13^, and GABA type A receptor-associated proteins (GABARAPs)^14^. However, the molecular mechanisms regulating autophagosome-lysosome fusion are poorly understood.

Autophagy and the ubiquitin system are well-orchestrated to target cargo for degradation^15,16^. However, the interplay between these two pathways is not clear. Although poly-ubiquitinated proteins and damaged mitochondria and ubiquitin-coated bacteria in mammalian cells are well-defined cargoes for autolysosome-dependent degradation^15,16^, the key ubiquitin enzymes, including E2-conjugating enzymes, E3 ligases, and deubiquitinases (DUBs), which regulate autophagy are not known. Furthermore, it is unclear whether nutrient starvation-induced autophagy (non-selective autophagy) is regulated by proteasomal-independent ubiquitin signaling.

To identify novel positive regulators of autophagy, we performed an RNA interference (RNAi) screen targeting 680 ubiquitin regulators and 30 well-known autophagy regulators as positive controls. We uncovered the “Baculovirus IAP Repeat (BIR) repeat-containing ubiquitin-conjugating enzyme” (BRUCE)/Apollon/Birc6 as the highest hit, along with known essential autophagy regulators. BRUCE is a member of the inhibitor of apoptosis (IAP) family and, as such, inhibits apoptosis by ubiquitinating apoptosis regulators such as Caspase 9 and Smac/Direct IAP-Binding Protein With Low PI (DIABLO), thereby targeting them for proteasomal degradation^17–20^. Here we establish BRUCE as a universal regulator of autophagy. We find that BRUCE regulates autophagosome–lysosome fusion independent from its ubiquitination activity. Our data reveal that BRUCE is a multifunctional regulator of apoptosis and autophagy.

## Results

### An RNAi screen identifies macroautophagy regulators

To identify novel autophagy regulators, we performed an RNAi screen to identify new regulators of starvation-induced autophagy (Fig. 1a). We assessed autophagy within single cells by monitoring the fluorescence of an autophagy reporter, the mCherry-EGFP-tagged microtubule associated protein 1 light chain 3β (LC3B)^21^ (Supplementary Fig. 1a). Unlike mCherry, EGFP is sensitive to low pH and thus the EGFP signal in mCherry-EGFP-LC3B-positive autophagosomes is quenched upon fusion with lysosomes^21,22^. Therefore, cells with intact autophagy have a low green fluorescent protein (GFP) signal, whereas those with defective autophagy have a high GFP signal (Fig. 1a).

**Fig. 1:**
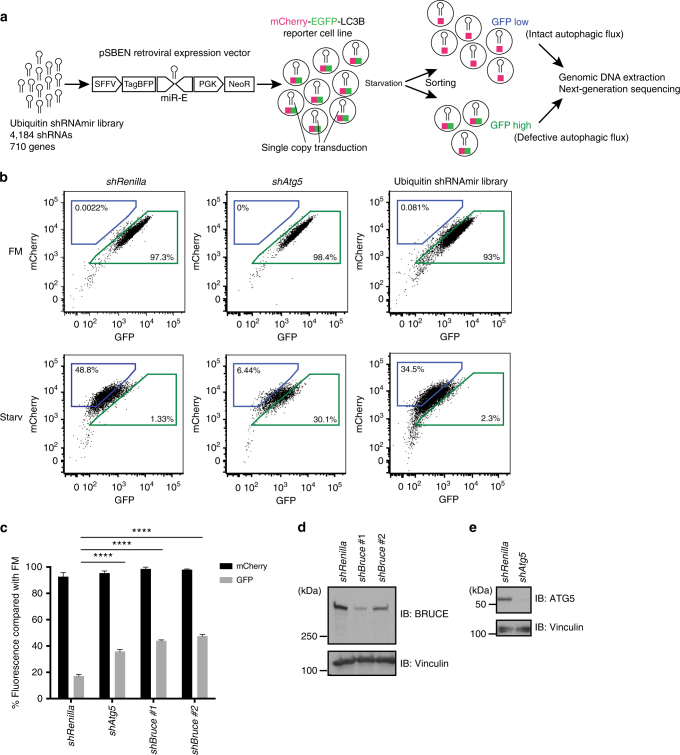
shRNA-based screen identifies BRUCE as an autophagy regulator. **a** Schematic representation of the FACS-based screen using a library of short hairpin RNAs with the miR-E structure (shRNAmir). shRNAs (4,184) targeting 710 ubiquitin- and autophagy-associated genes were cloned into a retroviral gene expression vector (pSBEN). A single copy of shRNA was delivered into the mCherry-EGFP-LC3B-expressing MEF line (clone 1) by transduction. A cell population selected with neomycin was starved and sorted based on the GFP fluorescent signal. Subsequently, genomic DNA was isolated from sorted cells and analyzed by next-generation sequencing. miR-E, microRNA-element 3’ backbone; NeoR, Neo reporter gene cassette; PGK, phosphoglycerate kinase; SFFV, spleen focus-forming virus; TagBFP, monomeric blue fluorescent protein. **b** Gating strategy of “GFP low/high” cell population of *shRenilla* and *shAtg5* MEFs, compared with ubiquitin shRNAmir library transduced cells (replicate #1). After 6 h starvation, cells were enriched in “GFP low” gate (blue) and depleted in “GFP high” gate (green). Percentage of cells in corresponding gates is indicated. **c** Relative mCherry and GFP signals compared with basal condition (fully supplemented medium (FM)) analyzed by flow cytometry. Control (*shRenilla* (Renilla.713)), two BRUCE knockdown (KD) (*shBruce*#1 (Birc6.766.), and #2 (Birc6.14744)) and ATG5 KD (*shAtg5* (Atg5.1063)) MEF lines were analyzed. Data are presented as mean±SD from three biological replicates (****p < 0.0001). Representative data are shown from four independent experiments. **d**, **e** Knockdown efficiency of BRUCE and ATG5 in *shBruce*#1 and #2, and *shAtg5* MEFs, respectively, analyzed by immunoblotting using anti-BRUCE and anti-ATG5 antibodies. Anti-Vinculin antibody was used for loading control

We established monoclonal mouse embryonic fibroblast (MEF) reporter lines stably expressing mCherry-EGFP-LC3B (Supplementary Fig. 1b–e)^21,23^. We used clone #1 for our screen, as it showed the clearest reduction in flow cytometry-based GFP signal upon starvation (Supplementary Fig. 1c and d). Furthermore, the preferential loss of GFP signal induced by starvation of clone #1 was abrogated by lysosomal neutralization with the vacuolar type H^+^-ATPase (V-ATPase) inhibitor, Bafilomycin A1 (Supplementary Fig. 1e), confirming reporter function.

To systematically identify ubiquitin modifiers that regulate autophagy, we designed a miRNA-based short hairpin RNA (shRNA) (shRNAmir) retroviral library targeting all major E1 enzymes for ubiquitin and ubiquitin-like modifiers E2 enzymes and E3 ligases, and their complex components DUBs, other ubiquitin-related proteins, as well as 30 established autophagy regulators for positive controls (in total 710 genes/4,184 shRNAmirs; Supplementary Data 1). We introduced one shRNA/reporter cell by transduction, starved the cells, and sorted them by fluorescence-activated cell sorting (FACS) into populations of high GFP signal (defective in autophagy) or low GFP signal (functional autophagy) (Fig. 1a, b and Supplementary Fig. 2a, b and c). Knockdown of ATG5, which is required for autolysosome formation, led to an increased GFP signal in clone #1 cells, as expected (Fig. 1b). We analyzed the shRNAmirs enriched in the high-GFP gate by next-generation sequencing (NGS) and identified nine genes as positive autophagy regulators. Importantly, we uncovered major regulators of autophagy, including five *Atg* genes, which validates our screen (Table 1).

**Table 1:** shRNA-based screen identifies nine positive autophagy regulators using restrictive analysis criteria

Gene	# Scoring shRNAs	Avg Geomean
***Atg7***	**5**	**21.60**
***Atg16l1***	**4**	**7.59**
*Birc6*	4	3.18
***Rb1cc1***	**3**	**14.33**
*Tsg101*	3	7.15
***Atg12***	**3**	**4.91**
*Sqstm1*	3	3.77
*Nedd8*	3	3.05
***Atg9a***	**3**	**3.03**

Hit list showing genes with highest scoring shRNAs, sorted based on the number of scoring shRNAs (# scoring shRNAs) and the average geometric mean (Avg Geomean) of the fold enrichment of shRNAs in the “GFP high” gate, compared with the “GFP low” gate. Established autophagy regulators are shown in bold

We verified that *Tsg101*^24^, *Sqstm1/p62*, and *Nedd8*^25^, which were previously implicated in autophagy regulation, as well as a novel hit, *Bruce*, regulate autophagic flux. We generated stable shRNA reporter-MEFs lines using two distinct shRNAs per gene. Indeed, reduced expression of these genes led to defects in autophagy (Fig. 1c–e and Supplementary Fig. 2d–f). Similarly, *Bruce*^*−/−*^ MEFs displayed defective autophagy compared to wild-type (WT) MEFs (Fig. 2a). Upon starvation, WT MEFs expressing mCherry-EGFP-LC3B accumulated foci that were positive for mCherry but negative for GFP, consistent with the formation of autolysosomes and intact autophagic flux. In contrast, most of the autophagosomes induced by starvation in *Bruce*^*−/−*^ MEFs expressing the mCherry-EGFP-LC3B reporter remained mCherry-GFP double positive (Fig. 2b, c), suggesting that autophagic flux is inhibited by BRUCE deficiency. The effect of BRUCE deficiency on autophagic flux was not limited to starvation-induced autophagy, but also observed in mitophagy induced by Antimycin A and Oligomycin (Supplementary Fig. 3a). Collectively, our findings establish that BRUCE positively regulates autophagic flux.

**Fig. 2:**
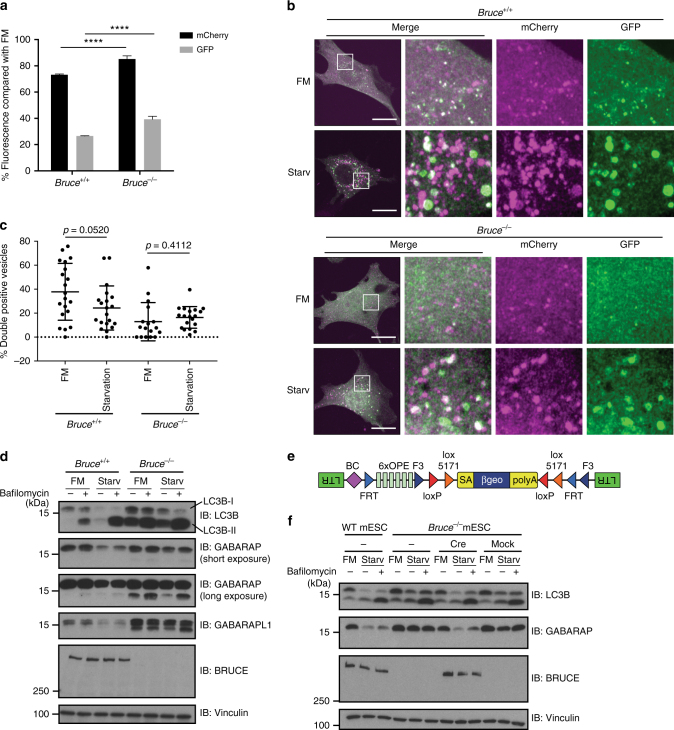
BRUCE is required for starvation-induced degradation of ATG8 family proteins. **a** Normalized mCherry and GFP signals after starvation compared to basal condition (FM) analyzed by flow cytometry in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs stably expressing mCherry-EGFP-LC3B. Data are presented as mean±SD from three biological replicates (****p < 0.0001). Representative data are shown from four independent experiments. **b** Confocal microscopy images of *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs stably expressing mCherry-EGFP-LC3B in different conditions. FM, fully supplemented medium; Starv, starvation medium for 4 h. Scale bars, 20 µm. **c** Quantification of mCherry-GFP double positive spots in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs in regular and starvation conditions (as in **b**). Data are presented as dot plots with mean±SD. *n* = 20 cells. *p*-values are indicated and analyzed by *t*-test. **d** Protein levels of autophagy markers in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs under basal (FM) and 2 h-starved (Starv) conditions with or without Bafilomycin A1. **e** A schematic of the inserted gene trap cassette in *Bruce*^*−/−*^ haploid mouse embryonic stem cells (mESCs). **f** Protein levels of autophagy markers in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ clone #1 haploid mESCs under basal (FM) and 2 h-starved (Starv) conditions with or without Bafilomycin A1. BRUCE expression was recovered by Cre recombinase in *Bruce*^*−/−*^ mESCs and compared with mock infected mESCs

### BRUCE regulates autophagic flux

Next, we evaluated the levels of autophagosome markers, including the ATG8 family members LC3B, GABARAP, GABARAPL1, as well as the autophagy substrate p62. The ATG8 family members are known to be lipidated upon autophagosome formation and degraded at a later step inside autolysosomes, similar to p62. As expected, starvation reduced the protein levels of these markers in WT MEFs (Fig. 2d and Supplementary Fig. 3b–e), whereas Bafilomycin A1 treatment inhibited the degradation of LC3B, especially the lipidated form LC3B-II (Fig. 2d and Supplementary Fig. 3b–e). *Bruce*^*−/−*^ MEFs displayed elevated protein levels of LC3B-I, LC3B-II, GABARAP, and GABARAPL1 relative to WT MEFs, in both the control and starved conditions (Fig. 2d). Other cell lines depleted for BRUCE, including two *shBruce* MEF lines, two CRISPR-*gBruce* MEF lines, and two CRISPR-*gBruce* HAP1 cells (a near-haploid human cells), displayed similar results for LC3B (Supplementary Fig. 3d–f). In addition, we evaluated BRUCE-deficient haploid mouse embryonic stem cell (mESC) clones and sister clones with restored BRUCE expression (Fig. 2e). *Bruce*^*−/−*^ mESCs showed elevated LC3B and GABARAP in control and starved conditions compared with both the rescued sister clones and parental WT mESCs (Fig. 2f and Supplementary Fig. 3g). In addition, the level of the autophagy substrate p62 was increased in the basal condition in *shBruce* MEFs and in positive control *shAtg5* MEFs with disrupted autolysosome formation, relative to control MEFs (Supplementary Fig. 3b and h). In contrast, the transcript levels of LC3B, GABARAP, and GABARAPL1, as well as p62, were not largely affected by BRUCE depletion in both basal and starved conditions, as revealed by RNA sequencing (RNA-Seq) (Supplementary Fig. 3i). 

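RNA was sequenced from shRenilla MEFs, which express the control shRNA against Renilla luciferase, and from shBruce#1 MEFs, which express an shRNA against Birc6, the gene that encodes BRUCE. Both lines were grown in fully supplemented medium (FM) or starved for 2 h (Starv), and each of the 4 conditions had 3 replicates. With a single line for each shRNA, other differences between the lines are not separated from the knockdown. The guide of shBruce#1 (Birc6.766), TTTTAAACCATCTTTGAGCTGT, is the reverse complement of ACAGCTCAAAGATGGTTTAAAA in the coding sequence of Birc6. This site lies in exon 3 of the 73 exons of the Birc6 transcript, on chromosome 17 of GRCm38 from 74548787 to 74548808 on the plus strand. The authors enriched poly(A) RNA, sequenced single-end reads, removed reads aligning to rRNA, mapped the rest to mm10 with STAR and counted reads per gene with HTSeq, and the values used here are those counts without normalization. Total counts per library had a median of 16828907 (range 15822281 to 18510540) in shRenilla FM and of 16313561 (range 14600792 to 17530994) in shRenilla Starv. They had a median of 14433605 (range 14283861 to 14802390) in shBruce FM and of 13200393 (range 7717265 to 14778105) in shBruce Starv.

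Counts were normalized with edgeR's TMM method, and all 12 libraries were fitted together with edgeR's quasi-likelihood test over the 12154 genes that passed edgeR's filter on low counts. Adjusted p-values are two-sided and Benjamini-Hochberg adjusted over these genes. Birc6 lies on chromosome 17 from 74528295 to 74703356 on the plus strand. Its normalized count in FM was 4339 ± 942 (SD, n = 3) in shRenilla MEFs and 1287 ± 93.7 (SD, n = 3) in shBruce MEFs, a log2 fold change of -1.75 (standard error 0.25, 95% confidence interval -2.28 to -1.22, adjusted p = 0.0627 from edgeR's test). In Starv, it was 4086 ± 1125 (SD, n = 3) and 1035 ± 288 (SD, n = 3), a log2 fold change of -1.98 (standard error 0.25, 95% confidence interval -2.52 to -1.45, adjusted p = 0.0186 from edgeR's test). In each medium, every shBruce library had a lower Birc6 count than every shRenilla library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With DESeq2's Wald test, the FM log2 fold change was -1.75 with an adjusted p of 8.8e-08. With trends against transcript length and GC content removed in edgeR it was -1.38 (1.5e-04). Over the 12 fits that each left out 1 library, it lay between -1.92 (without shRenilla FM replicate 2) and -1.63 (without shRenilla FM replicate 3). Over all alternatives, the adjusted p of Birc6 ranged from 8.8e-08 to 0.462 in FM and from 1.7e-10 to 0.117 in Starv. The FM difference passed an adjusted p of 0.05 without shRenilla Starv replicate 3, without shBruce Starv replicate 2 or without shBruce Starv replicate 3, each with a log2 fold change of -1.75. The Starv difference no longer passed without shRenilla Starv replicate 1 (-1.86) or without shRenilla Starv replicate 2 (-1.87).

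In FM, 0 of the 12154 genes differed between the lines at an adjusted p under 0.05, and 1750 did at an unadjusted p under 0.05. When only the 6 FM libraries were fitted, 597 genes passed, 221 higher and 376 lower in shBruce MEFs. Leaving out shRenilla Starv replicate 3 gave 1 gene in FM (Birc6), leaving out shBruce Starv replicate 1 gave 1 (Cxcl12), leaving out shBruce Starv replicate 2 gave 2 (Birc6 and Lama4), and leaving out shBruce Starv replicate 3 gave 32. Cxcl12 and Lama4 are named here because the counts are small, after their values were seen. In Starv, 2907 genes passed, 1550 higher and 1357 lower in shBruce MEFs. Which direction held more genes depended on the processing. More were lower with limma-voom (1291 higher and 1477 lower), with the replicate number as a block (875 and 1034) and without shBruce Starv replicate 1 (226 and 347). More were higher with upper-quartile normalization (1707 and 1213) and with trends against transcript length and GC content removed (440 and 229). Fitted on the 6 Starv libraries alone, 0 genes passed and 3662 had an unadjusted p under 0.05. The joint fit shares 1 spread per gene over all conditions, and replicates of shBruce Starv differed most from each other. The 0 in FM beside 2907 in Starv therefore does not show an effect limited to Starv. The Starv count was 0 without shRenilla Starv replicate 1 (3495 genes at an unadjusted p under 0.05) and 0 without shRenilla Starv replicate 2 (3409 genes). It was 573 without shBruce Starv replicate 1, 15 without shBruce Starv replicate 2 and 5735 without shBruce Starv replicate 3. A test of whether the difference between the lines changed with the medium (interaction) gave 0 genes, with 474 at an unadjusted p under 0.05 and a smallest adjusted p of 0.806.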

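The genes for LC3B, GABARAP, GABARAPL1 and p62 appear among the counted genes as Map1lc3b, Gabarap, Gabarapl1 and Sqstm1. On GRCm38, Map1lc3b lies on chromosome 8 from 121590361 to 121598760 and Gabarap on chromosome 11 from 69991143 to 69994951, both on the plus strand. Gabarapl1 lies on chromosome 6 from 129533160 to 129542346 on the plus strand, and Sqstm1 on chromosome 11 from 50199366 to 50210827 on the minus strand. In FM, the normalized count of Map1lc3b was 826 ± 64.6 (SD, n = 3) in shRenilla and 780 ± 94.0 (SD, n = 3) in shBruce MEFs, that of Gabarap 4886 ± 352 and 5676 ± 1110, that of Gabarapl1 940 ± 28.7 and 1091 ± 115, and that of Sqstm1 6174 ± 420 and 7429 ± 1095. In Starv, the normalized count of Map1lc3b was 1354 ± 98.6 in shRenilla and 1864 ± 448 in shBruce MEFs, that of Gabarap 4716 ± 391 and 6613 ± 1311, that of Gabarapl1 1421 ± 56.9 and 1781 ± 214, and that of Sqstm1 11901 ± 771 and 15283 ± 1236 (SD, n = 3 each).

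The FM log2 fold change of shBruce against shRenilla MEFs was -0.08 for Map1lc3b (standard error 0.16, adjusted p = 0.805 from edgeR's test), 0.22 for Gabarap (0.17, 0.514), 0.22 for Gabarapl1 (0.12, 0.396) and 0.27 for Sqstm1 (0.13, 0.356). The exact permutation test on the 3 libraries of each line gave two-sided p-values in FM of 0.6, 0.4, 0.1 and 0.2 in that order. None of these FM differences passed an adjusted p of 0.05 under any alternative, where the adjusted p ranged from 0.357 to 0.961 for Map1lc3b, from 0.291 to 0.906 for Gabarap, from 0.115 to 0.853 for Gabarapl1 and from 0.0656 to 0.759 for Sqstm1. In Starv, Map1lc3b had a log2 fold change of 0.46 (standard error 0.16, 95% confidence interval 0.12 to 0.80, adjusted p = 0.0520 from edgeR's test). Gabarap had one of 0.49 (standard error 0.17, 95% confidence interval 0.13 to 0.85, adjusted p = 0.0498), Gabarapl1 one of 0.33 (standard error 0.12, 95% confidence interval 0.07 to 0.58, adjusted p = 0.0590) and Sqstm1 one of 0.36 (standard error 0.13, 95% confidence interval 0.08 to 0.64, adjusted p = 0.0560). Exact permutation p-values in Starv were 0.1 for Map1lc3b, Gabarapl1 and Sqstm1, whose 3 shBruce libraries all lay above the 3 shRenilla libraries, and 0.2 for Gabarap, whose count in shBruce Starv replicate 3 (5110) lay below that in shRenilla Starv replicate 3 (5166).

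These Starv differences sat near an adjusted p of 0.05, and the processing moved them across it. With limma-voom, the method that the paper names, the log2 fold change of Gabarap was 0.47 (adjusted p = 0.0553). With DESeq2's Wald test, Map1lc3b passed at 0.47 (0.0291), Gabarapl1 at 0.34 (0.0212) and Sqstm1 at 0.37 (0.0174). Gabarap did not pass in 10 of the 12 fits that each left out 1 library, and passed without shBruce FM replicate 3 or without shBruce Starv replicate 3, with log2 fold changes between 0.37 and 0.64 over the 12 fits. Map1lc3b passed without shBruce Starv replicate 3 (0.58), Gabarapl1 passed without that library (0.38), and Sqstm1 passed without shBruce FM replicate 3 (0.36). Over all alternatives, the Starv adjusted p ranged from 0.00592 to 0.252 for Map1lc3b, from 4.7e-04 to 0.498 for Gabarap, from 6.3e-04 to 0.768 for Gabarapl1 and from 0.00567 to 0.192 for Sqstm1. Short transcripts had higher counts in shBruce MEFs across all genes, and with the trends against transcript length and GC content removed, the Starv log2 fold change was 0.29 for Map1lc3b, 0.15 for Gabarap, 0.06 for Gabarapl1 and 0.24 for Sqstm1. The interaction of line and medium was 0.54 for Map1lc3b (standard error 0.23, 95% confidence interval 0.05 to 1.03, unadjusted p = 0.0322, adjusted p = 0.806 from edgeR's test), 0.27 for Gabarap (adjusted p = 0.807), 0.11 for Gabarapl1 (0.862) and 0.09 for Sqstm1 (0.892).

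Starvation itself raised Map1lc3b by a log2 fold change of 0.71 in shRenilla (adjusted p = 0.00818 from edgeR's test) and 1.25 in shBruce MEFs (1.7e-04). The corresponding values were 0.60 (0.00408) and 0.71 (0.00113) for Gabarapl1, 0.95 (3.3e-04) and 1.04 (1.3e-04) for Sqstm1, and -0.05 (0.864) and 0.22 (0.362) for Gabarap.

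**Figure D1:**
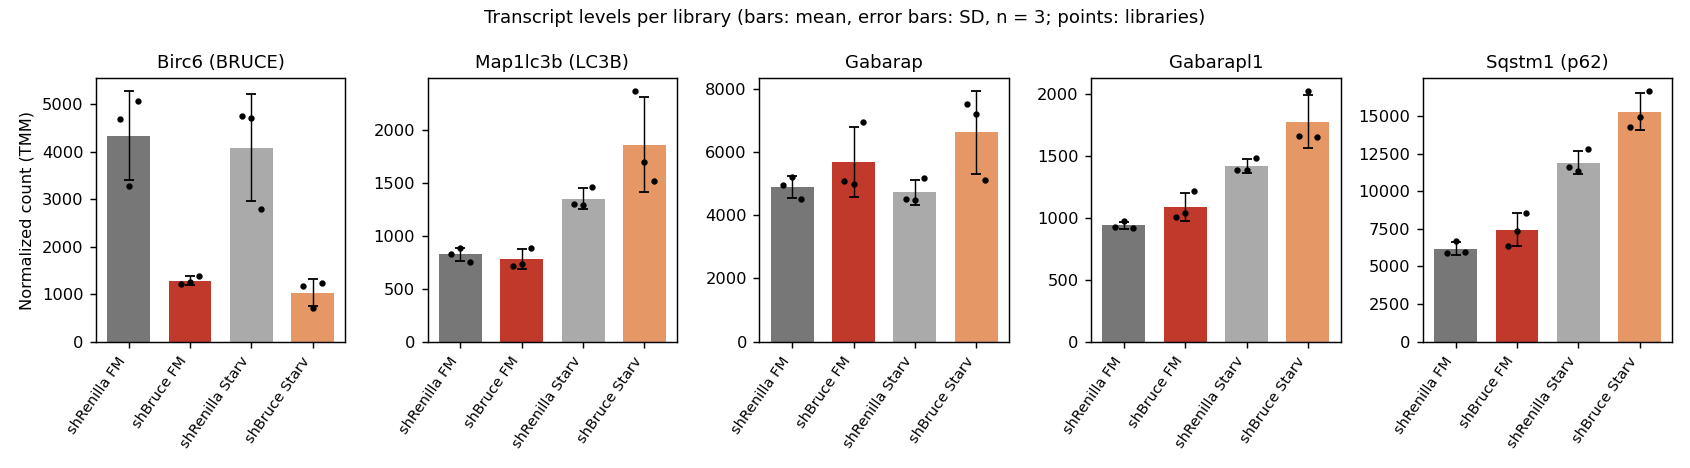
Normalized counts of Birc6, Map1lc3b, Gabarap, Gabarapl1 and Sqstm1 in each condition, with bars for the mean, error bars for the SD and points for the 3 libraries. Birc6 is lower in every shBruce library, and the means of the other 4 genes in Starv are higher in shBruce than in shRenilla MEFs.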

Interestingly, the total ubiquitin signal was clearly increased in *shBruce* MEFs compared with control MEFs in both basal and starved conditions (Supplementary Fig 3b). Together, these data suggest that BRUCE is involved in a general autophagic process.

### BRUCE selectively interacts with GABARAP and GABARAPL1

Next, we examined whether BRUCE might regulate autophagic flux as an autophagy receptor, which links autophagosome membranes and autophagy targets by interacting with ATG8 family members and ubiquitin, respectively. We performed pull-down assays using glutathione S-transferase (GST)-tagged recombinant ATG8 family members or ubiquitins of different lengths immobilized with agarose beads, and total cell extracts of HEK293T cells transiently expressing full-length or various mutants of Myc-tagged BRUCE (Fig. 3a, b and Supplementary Fig. 4a–h). We found that full-length BRUCE interacted with GABARAP and GABARAPL1, but not with other ATG8 family members, LC3A, LC3B, LC3C, or GABARAPL2, or with ubiquitins (Fig. 3a). A catalytically inactive point mutant of BRUCE (C4638A) interacted with GABARAP and GABARAPL1, similar to WT BRUCE (Supplementary Fig. 4a). All the BRUCE deletion fragments interacted with GABARAP and GABARAPL1, except for aa 1–1360, aa 259–332 (the BIR domain), and aa 4569–4707 (the C-terminal Ubiquitin-conjugating (UBC) domain) (Supplementary Fig. 4b–h). p62 bound all the ATG8 family members, as expected (Supplementary Fig. 4i and j). Most ATG8-binding partners, such as p62, interact with ATG8 via an LC3-interacting region (LIR)^26–28^. GABARAP mutants with a mutated LIR-binding surface did not interact with p62, as expected (Supplementary Fig. 4k); however, they retained the interaction with BRUCE (Fig. 3c and Supplementary Fig. 4l). These data suggest that BRUCE does not use a canonical LIR-motif to interact with GABARAP. Collectively, our data propose that BRUCE specifically interacts with the ATG8 family members GABARAP and GABARAPL1 via multiple binding regions that are outside of the BIR and the UBC domains (Supplementary Fig. 4m), and are not canonical LIR-containing regions.

**Fig. 3:**
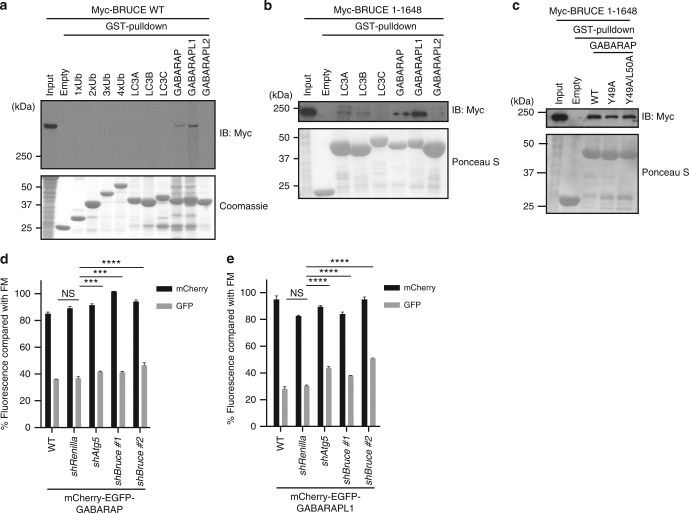
BRUCE interacts specifically with GABARAP and GABARAPL1. **a**, **b** Interaction of BRUCE wild type (WT) or aa 1–1648 fragment and mammalian ATG8 proteins and ubiquitins examined by GST pull-down assay. Total cell lysate of HEK293T cells transfected with Myc-tagged WT or the 1–1648 fragment was incubated with GST-ubiquitin or GST-ATG8 proteins immobilized with glutathione sepharose beads. Interaction was detected by immunoblotting using anti-Myc antibody. The amount of GST-protein used was compared by Coomassie or Ponceau S staining. **c** Interaction of BRUCE 1–1648 and GABARAP WT or mutants examined by GST pull-down assay. GABARAP mutants contained substitutions in the canonical LC3-interacting region (LIR) recognition surface (Y49A and Y49A/L50A). **d**, **e** Normalized mCherry/GFP signals under starvation condition normalized to FM condition in MEF lines stably expressing mCherry-EGFP-GABARAP **d** or mCherry-EGFP-GABARAPL1 **e**. Control (WT and *shRenilla*) and KD (*shAtg5* and *shBruce#1* and *#2*) cells were starved for 6 h. Data are presented as mean±SD from three biological replicates (****p < 0.0001, ***p < 0.001, NS, not significant). Representative data are shown from three independent experiments

As BRUCE interacted preferentially with GABARAP and GABARAPL1, we asked whether starvation-dependent lysosome targeting of GABARAP and GABARAPL1 is affected by BRUCE depletion using mCherry-EGFP-tagged reporters. Similar to mCherry-EGFP-LC3B, mCherry-EGFP-GABARAP and -GABARAPL1 pH sensors monitor autolysosome formation upon starvation in WT and control (*shRenilla*) MEFs; starvation leads to a significant decrease of GFP signal compared with the basal condition (Fig. 3d, e). Knockdown of BRUCE and of ATG5 significantly suppressed the loss of GFP signal in MEFs expressing mCherry-EGFP-GABARAP and mCherry-EGFP-GABARAPL1 (Fig. 3d, e). These findings are consistent with previous observations in MEFs expressing mCherry-EGFP-LC3B (Fig. 1c). Interestingly, the protein level of BRUCE itself was not affected by starvation (Fig. 2d), or by ATG5 deficiency (Supplementary Fig. 4n and o), suggesting that BRUCE is not a typical autophagy substrate like p62, which was stabilized in ATG5 deficient MEFs (Supplementary Fig. 3h and 4n). Together, our findings show that BRUCE interacts with GABARAP and GABARAPL1, which are suggested to regulate a later step of the autophagy pathway. Therefore, BRUCE might have a role in the maturation step of the autophagy pathway.

### BRUCE does not regulate lysosomal functions

Our results suggest that BRUCE acts at a late stage in the autophagy pathway; therefore, we analyzed whether BRUCE colocalizes with lysosomes. In WT MEFs, endogenous BRUCE localized closely to lysosome-associated membrane protein 2 (LAMP2) in control and starved conditions with or without Bafilomycin A1 treatment (Fig. 4a and Supplementary Fig. 5a). The colocalization signal of BRUCE and LAMP2 was enhanced in starvation condition with Bafilomycin A1 treatment, suggesting that BRUCE prefers autolysosomes over lysosomes. However, colocalization of BRUCE and LAMP2 was partially and not entirely dependent on ATG5, suggesting that BRUCE localizes to both lysosomes and autolysosomes (Fig. 4a). We next analyzed lysosomal pH, structure, and biogenesis in BRUCE-deficient cells upon starvation by monitoring Lysotracker Red, which labels acidic organelles. We did not observe significant differences between control and *Bruce*^*−/−*^ or *gBruce* MEFs under the control or the starved conditions by FACS (Fig. 4b and Supplementary Fig. 5b). Similar results were observed for *shAtg5* MEFs, as expected (Supplementary Fig. 5c). 

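Target genes of transcription factor EB (TFEB), many of which encode lysosomal proteins, were taken from a list of 99 genes, since the paper's text does not name the genes of Supplementary Fig. 5d. All 99 were among the counted genes and 94 passed the filter on low counts. In FM, 0 of the 94 genes differed between shBruce and shRenilla MEFs at an adjusted p under 0.05 over all genes tested, and 17 did at an unadjusted p under 0.05. Adjusted over the list alone, 2 passed, Lamp2 with a log2 fold change of -0.55 and Fnip1 with one of -0.98, both named after their values were seen. This list-alone number was 0 without shRenilla FM replicate 1, shRenilla FM replicate 3, shRenilla Starv replicate 1 or shBruce FM replicate 3. It was 8 without shBruce Starv replicate 1, 13 without shBruce Starv replicate 3 and 12 with trends against transcript length and GC content removed. The FM log2 fold changes of the list ranged from -1.16 to 0.65 with a median of -0.10, and 32 of the 94 genes were above 0. The FM count was 5 when only the FM libraries were fitted (Fnip1, Fnip2, Igf2r, Lamp2 and Tpp1) and 3 with DESeq2's Wald test (Fnip1, Gpnmb and Lamp2), lower in shBruce MEFs in each case. These genes, too, were named after their values were seen. With sample quality weights, an alternative chosen after seeing the data, it was 30. As a set, the list was lower in FM by limma's camera test (adjusted p = 0.00915 over the 6 tests of 3 gene lists in both media). This also held under fry (0.0448) but not with an inter-gene correlation estimated from the data (0.459), and the adjusted p ranged from 4.0e-07 to 0.459 over the alternatives. Without shRenilla FM replicate 2 or without shBruce FM replicate 1, the set no longer passed and its median was -0.07.

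In Starv, 13 of the 94 genes passed over all genes tested, 4 higher and 9 lower in shBruce MEFs, and 5 passed adjusted over the list alone (Cd63 higher, and Lamp2, Scarb2, Igf2r and Manba lower), while 36 had an unadjusted p under 0.05. Among the 4 higher genes was Gabarap, whose own result is given above. The list also holds Map1lc3b, Sqstm1, the RAB gene Rab7, and Tfeb, Tfe3 and Mitf. The median log2 fold change was -0.11 (range -0.97 to 0.85, and -0.04 without shBruce Starv replicate 1), and the set did not differ by camera (adjusted p = 0.308, range over the alternatives 0.0227 to 0.996). The largest increases among the genes that passed were those of Cd63, Ctsz and Atp6v0b, and the largest decreases those of Manba, Igf2r and Scarb2. Cd63 had 7206 ± 1030 normalized counts in shRenilla and 13031 ± 3643 in shBruce MEFs (SD, n = 3), a log2 fold change of 0.85 (standard error 0.18, adjusted p = 0.0225 from edgeR's test). Manba had 105 ± 7.44 and 52.1 ± 10.4 normalized counts (SD, n = 3), a log2 fold change of -0.97 (standard error 0.19, adjusted p = 0.0225 from edgeR's test). The log2 fold change was 0.62 for Ctsz (adjusted p = 0.0302), 0.58 for Atp6v0b (0.0312), -0.83 for Igf2r (0.0255) and -0.82 for Scarb2 (0.0225). The exact permutation p was 0.1 for each of these genes except Atp6v0b (0.2). With the trends against transcript length and GC content removed, Cd63 (0.49), Manba (-0.80) and Scarb2 (-0.50) still passed, while Ctsz (0.11), Atp6v0b (-0.02) and Igf2r (-0.46) did not.

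No TFEB target passed in Starv when only the Starv libraries were fitted (23 at an unadjusted p under 0.05). Without shRenilla Starv replicate 1 or without shRenilla Starv replicate 2, 0 passed (19 at an unadjusted p under 0.05 in each case), and 0 passed without shBruce Starv replicate 2 (30 at an unadjusted p under 0.05). The count was 3 without shBruce Starv replicate 1 (Cd63, Manba and Scarb2), 8 without shRenilla FM replicate 3 and 41 without shBruce Starv replicate 3.

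**Figure D2:**
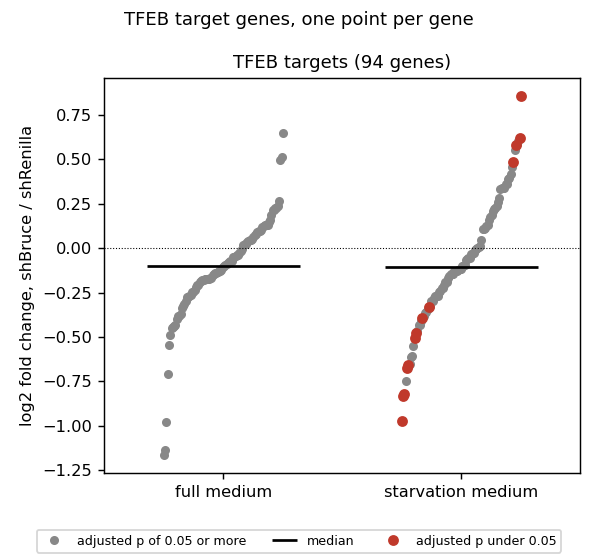
Log2 fold changes of shBruce against shRenilla MEFs for the 94 TFEB target genes tested, sorted within each medium, with a bar at the median and red points for genes with an adjusted p under 0.05. In FM 0 genes are red, and in Starv 4 above 0 and 9 below 0 are red.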

The mRNA levels of transcription factor EB (TFEB) target genes, which are critical for lysosomal biogenesis^29^, were also not differentially expressed in *shBruce* MEFs compared with control MEFs (Supplementary Fig. 5d). These findings suggest that BRUCE localizes to lysosomes but is not involved in regulating lysosome biogenesis nor lysosome functions.

**Fig. 4:**
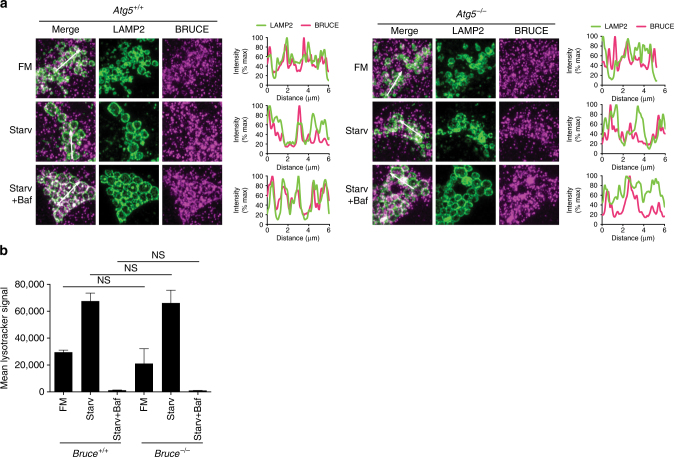
BRUCE localizes to lysosomes but has no effect on lysosomal functions. **a** Immunofluorescent staining of endogenous LAMP2 and BRUCE in *Atg5*^*+/+*^ and *Atg5*^*−/−*^ MEFs. *Atg5*^*+/+*^ and *Atg5*^*−/−*^ MEFs in FM, starved for 4 h with or without Bafilomycin A1 (100 nM) were fixed and stained with anti- LAMP2 and anti- BRUCE antibodies. Fluorescent intensity of LAMP2 and BRUCE signals across 6 µm regions marked with arrows is shown in line plots. **b** Mean LysoTracker Red (LTR) signal in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs cells analyzed by flow cytometry. MEFs grown in regular and 6 h-starved conditions with or without Bafilomycin A1. Data are presented as mean±SD from three biological replicates (NS, not significant). Representative data are shown from three independent experiments

### BRUCE promotes autophagosome–lysosome fusion

As BRUCE depletion affected autophagic flux (Fig. 1c and 2a) and colocalized with LAMP2 (Fig. 4a), we next investigated whether BRUCE regulates fusion of the autophagosome and lysosome. We analyzed colocalization of LC3B and LAMP2, which associate with the autophagosome and lysosome, respectively. Confocal microscopy of WT MEFs revealed many LC3B-positive vesicles within LAMP2-positive lysosomal structures, especially after starvation, which became most apparent when cells were additionally treated with Bafilomycin A1 (Fig. 5a, b). Compared with WT MEFs, *Bruce*^*−/−*^ MEFs displayed a substantially reduced number of LC3B-containing LAMP2-positive lysosomal structures (Fig. 5a, b). As a control, we examined LC3B and LAMP2 signals in ATG5-deficient MEFs and did not observe LC3B-containing LAMP2 structures, as expected (Supplementary Fig. 6a). As BRUCE interacts with GABARAP (Fig. 3a), we examined whether the fusion of GABARAP-positive autophagosomes and lysosomes also requires BRUCE. As observed for the localization of endogenous LC3B and LAMP2 in MEFs, mCherry-GABARAP was observed within LAMP1-mGFP-positive structures in control HAP1 cells, whereas they largely remain outside of the LAMP1-positive structures in CRISPR-*gBRUCE* HAP1 cells (Supplementary Fig. 6b). These observations were supported by electron microscopy, showing that *Bruce*^*−/−*^ MEFs accumulated autophagosomes upon starvation compared with WT MEFs (Fig. 5c). These data strongly suggest that BRUCE regulates the fusion of autophagosomes and lysosomes.

**Fig. 5:**
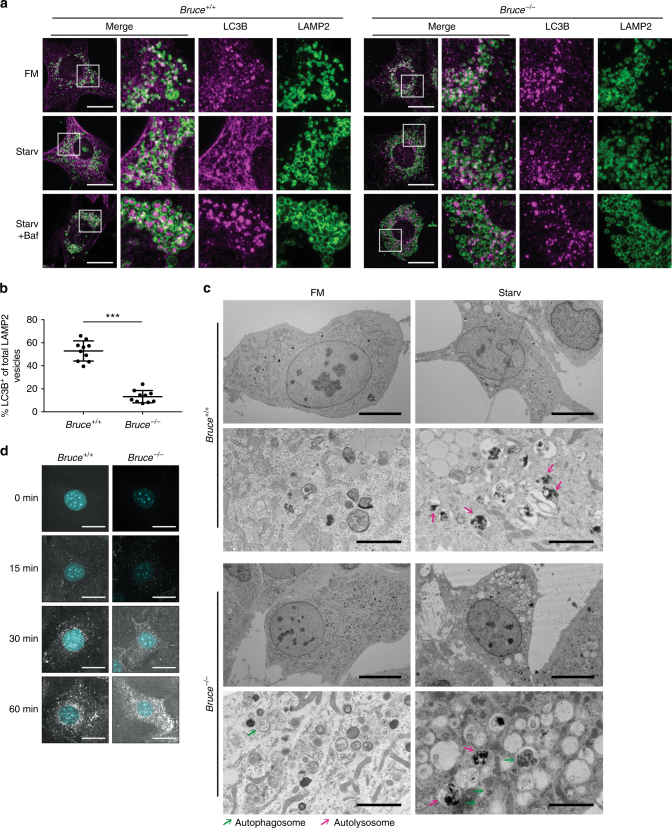
BRUCE controls autolysosome formation. **a** Immunofluorescent staining of endogenous LC3B and LAMP2 in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs. *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs in fully supplemented medium (FM), starved (Starv) for 4 h with or without Bafilomycin A1 (Baf; 100 nM) were fixed and stained with anti-BRUCE and anti-LAMP2 antibodies. Scale bars, 20 µm. **b** Percentage of LAMP2-positive vesicles containing LC3B-positive aggregates in MEFs under starvation condition with Bafilomycin A1 treatment as in **a**. Data are presented as dot plots with mean±SD (***p < 0.001, analyzed by *t*-test); *n* = 10 cells. **c** Electron microscopic images of *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs in FM or starved for 2 h. Overview: scale bars, 10 µm; magnified: scale bars, 2 µm. Green and pink arrows point to autophagosomes and autolysosomes, respectively. **d** Examination of the endosomal/lysosomal pathway by confocal microscopy using DQ-Ovalbumin in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs. Cells were grown in DQ-Ovalbumin containing starvation media for the indicated time. Scale bars, 20 µm

Importantly, the endocytosis-dependent lysosomal pathway was not affected in *Bruce*^*−/−*^ MEFs, as determined by treatment with DQ-Ovalbumin, a self-quenched conjugate of ovalbumin that exhibits bright green fluorescence upon proteolytic degradation (Fig. 5d), and by degradation of epidermal growth factor receptor (EGFR) (Supplementary Fig. 6c). These data indicate that BRUCE specifically affects the formation of autolysosomes, but not the endosomal pathway. Interestingly, the basal expression level of EGFR in *Bruce*^*−/−*^ MEFs was clearly lower compared to WT MEFs (Supplementary Fig. 6c and d). The protein level of EGFR was not affected by Bafilomycin A1 treatment in WT and *Bruce*^*−/−*^ MEFs cells (Supplementary Fig. 6d), suggesting that the low level of EGFR in *Bruce*^*−/−*^ MEFs is independent of the lysosome.

### BRUCE regulates cellular localization of STX17

To further understand how BRUCE regulates autophagosome-lysosome fusion, we investigated whether BRUCE interacts with known regulators of autophagosome-lysosome fusion (Fig. 6a and Supplementary Fig. 7a–i). We evaluated components of the core fusion machinery, including Rab7, two HOPS complex components VPS33A and VPS16, STX17, SNAP29, VAMP8, ATG14, Pleckstrin homology domain-containing family M member 1 (PLEKHM1), as well as lysosomal membrane proteins LAMP1 and LAMP2. We found that transiently expressed GFP-STX17 and GFP-SNAP29 co-immunoprecipitated with Myc-BRUCE from HEK293T cells (Fig. 6a and Supplementary Fig. 7a), suggesting that BRUCE interacts with the autophagosomal soluble NSF attachment protein receptor (SNARE) complex consisting of STX17 and SNAP29, but not with VAMP8, the proposed lysosomal SNARE.

**Fig. 6:**
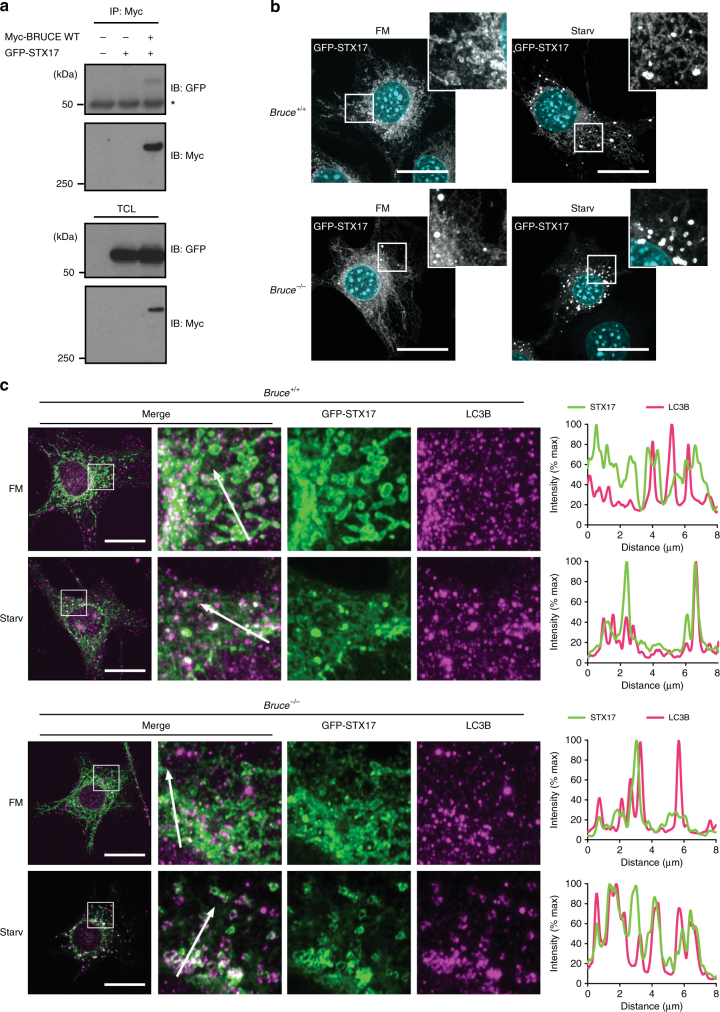
BRUCE interacts with an autophagosome-lysosome fusion regulator Syntaxin 17. **a** Co-immunoprecipitation of GFP-Syntaxin 17 (STX17) with Myc-BRUCE. GFP-STX17 and Myc-BRUCE WT were transfected in HEK293T cells. Myc-BRUCE was immunoprecipitated using anti-Myc antibody from total cell lysates. Myc-BRUCE and GFP-STX17 were detected by western blotting, using the indicated antibodies. *Nonspecific band. **b** Confocal microscopy images of *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs, stably expressing exogenous GFP-STX17. Cells were grown in fully supplemented medium (FM) or starved for 2 h (Starv) with or without Bafilomycin (Baf; 100 nM). Scale bars, 20 µm. **c** Colocalization analysis of endogenous LC3B and exogenously expressed GFP- STX17. *Bruce*^*+/+*^ and *Bruce*^*−/−*^ MEFs stably expressing GFP-STX17 were grown in FM or starved for 2 h with or without Bafilomycin (100 nM), fixed, and stained for endogenous LC3B. Line plots across 8 µm distance (marked with arrows) exemplify degree of colocalization of GFP-STX17 and LC3B signals. Scale bars, 20 µm

STX17 is a critical regulator of autophagosome-lysosome fusion and is specifically localized at mature autophagosomes. BRUCE interacts with STX17, so we investigated whether BRUCE regulates the cellular localization of STX17 (Fig. 6b and Supplementary Movie 1 and 2). In *Bruce*^*+/+*^ MEFs stably expressing GFP-STX17, GFP-STX17-positive vesicles were formed upon amino acid starvation as expected (Fig. 6b). In contrast, some STX17-positive vesicles accumulated in *Bruce*^*−/−*^ MEFs even under the basal condition, which were further induced upon starvation (Fig. 6b and Supplementary Movie 1). We found that GFP-STX17 colocalization with LC3B-positive vesicles was enhanced in *Bruce*^*−/−*^ MEFs compared with *Bruce*^*+/+*^ MEFs (Fig. 6c), suggesting that the dynamic dissociation of STX17 from the autophagosome is disrupted in BRUCE-deficient cells. These data suggest that BRUCE regulates STX17-mediated fusion of autophagosomes and lysosomes.

### A non-catalytic BRUCE fragment restores autophagic flux

To further elucidate how BRUCE regulates autophagy, we determined if starvation-induced autophagy in *Bruce*^*−/−*^ MEFs is rescued by the non-catalytic BIR-containing fragment (aa 1–1648), which is the minimum N-terminal fragment interacting with GABARAP and GABARAPL1 (Fig. 3b and Supplementary Fig. 4m). The protein levels of LC3B, GABARAP, GABARAPL1, and p62 in *Bruce*^*−/−*^ MEFs were partially rescued by expression of the BRUCE (aa 1–1648) fragment (Fig. 7a). Importantly, the expression of the BRUCE (aa 1–1648) fragment in *Bruce*^*−/−*^ MEFs also partially rescued the formation of LC3B-containing LAMP2-positive structures (Fig. 7b, c). Similar to full-length BRUCE, BRUCE (aa 1–1648) also colocalized with LAMP2 in reconstituted cells under basal and starved conditions (Fig. 7d). Further, GFP-STX17 co-immunoprecipitated with the Myc-tagged BRUCE (aa 1–1648) fragment (Fig. 7e), suggesting that this region is sufficient for the interaction with STX17. Collectively, these results suggest that BRUCE regulates mammalian autophagy as a linker protein between the autophagosome and lysosome (Fig. 8), and reveal a unique non-catalytic function of BRUCE distinct from its role in apoptosis.

**Fig. 7:**
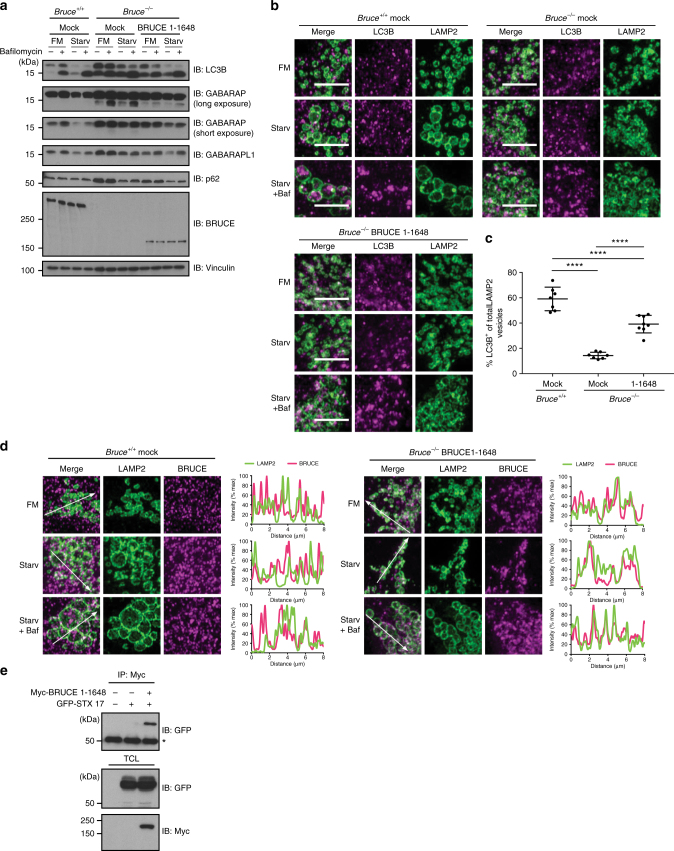
BRUCE (aa 1–1648) partially rescues the autophagy defect in *Bruce*^*−/−*^ MEFs. **a** Protein levels of LC3B, GABARAP, GABARAPL1, and p62 in *Bruce*^*−/−*^ MEFs stably expressing BRUCE 1–1648 compared with *Bruce*^*+/+*^ and *Bruce*^*−/−*^ empty vector (mock) expressing MEFs. Total cell lysate of MEFs in fully supplemented medium (FM), starved for 2 h (Starv) with or without Bafilomycin A1 (Baf; 100 nM) was analyzed by immunoblotting using antibodies as indicated. Vinculin was monitored as a loading control. **b** Confocal microscopy images of LC3B and LAMP2 in *Bruce*^*+/+*^ (mock) and *Bruce*^*−/−*^ (mock and BRUCE 1–1648) MEFs. MEFs in basal or 4 h starved condition with or without Bafilomycin A1 (100 nM) were fixed and stained for endogenous LC3B and LAMP2 using antibodies as indicated. Scale bars, 5 µm. **c** Quantification of LAMP2-positive vesicles containing LC3B-positive aggregates based on microscopy images from (**b**) in 4 h starved condition treated with Bafilomycin A1. Data are presented as dot plots with mean±SD (****p < 0.0001). *n* = 8 cells. **d** Colocalization analysis of LAMP2 and BRUCE in *Bruce*^*+/+*^ and *Bruce*^*−/−*^ mock compared to BRUCE 1–1648 expressing MEFs. MEFs in basal, 4 h-starved condition with or without Bafilomycin A1 (100 nM) were fixed and stained for endogenous BRUCE and LAMP2 using antibodies as indicated. Fluorescent intensity of LAMP2 and BRUCE signals across 8 µm regions marked with arrows is shown in line plots. **e** Interaction of GFP-STX17 and Myc-BRUCE (aa 1–1648) determined by co-immunoprecipitation. GFP-STX17 and Myc-BRUCE (aa 1–1648) were transfected in HEK293T cells. Myc-BRUCE (aa 1–1648) was immunoprecipitated using anti-Myc antibody from total cell lysates (TCL). Immunoprecipitated samples were examined by immunoblotting using the indicated antibodies. *Nonspecific band

**Fig. 8:**
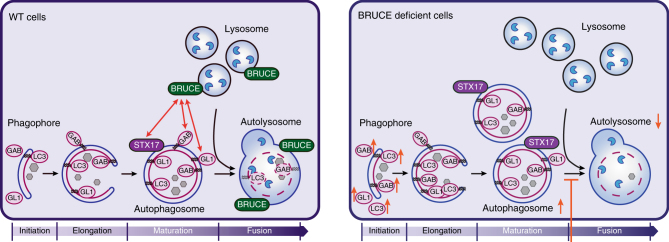
BRUCE regulates autophagy flux by promoting autophagosome-lysosome fusion. Schematic illustrating the functional role of BRUCE during autophagy induction in wild type cells (left panel) and in BRUCE deficient cells (right panel). BRUCE interacts with GABARAP, GABARAPL1, and STX17, and localizes at the lysosomal as well as autolysosomal membranes (left panel). BRUCE-deficient cells have reduced numbers of autolysosomes and display an accumulation of LC3B, GABARAP, and GABARAPL1 due to inefficient autophagosome-lysosome fusion (right panel). LC3 (LC3B), GAB (GABARAP), GL1 (GABARAPL1), STX17 (Syntaxin 17)

## Discussion

In this study, we identified the IAP family member BRUCE^19,20^ as a new autophagy regulator. BRUCE inhibits apoptosis by ubiquitinating and promoting degradation of apoptosis regulators^19,30^. Here we found that autophagic flux is inhibited by BRUCE depletion, whereas the initiation of autophagosome formation is largely unaffected. BRUCE interacts preferentially with GABARAP and GABARAPL1 among six ATG8 family members, via multiple binding regions within BRUCE. Our results indicate that BRUCE regulates GABARAP- (or GABARAPL1-) positive autophagosome fusion with the lysosome. As ATG8 family members are structurally similar and share many interacting partners^31,32^, whether GABARAP proteins have distinct functions in autophagy from the other ATG8 members is not yet well understood. Our data suggest that BRUCE interacts with GABARAP and GABARAPL1 via non-canonical protein surfaces, based on pulldown assays using GABARAP mutants; however, further studies are required to understand this at the structural level. BRUCE protein levels do not decrease upon starvation, indicating that BRUCE is not a typical autophagy substrate such as p62, Next to BRCA1 gene 1 protein (NBR1), Optineurin or Calcium-binding and coiled-coil domain-containing protein 2 (CALCOCO2)/NDP52^33^. The role of BRUCE seems similar to that of PLEKHM1, which links ATG8 and the HOPS complex, regulating autolysosome formation^34^. However, unlike BRUCE, PLEKHM1 interacts with all ATG8 members and regulates the endocytosis-dependent EGFR degradation pathway. Importantly, we found that BRUCE interacts with STX17 and SNAP29, which are critical regulators of autophagosome–lysosome fusion. Furthermore, BRUCE deficiency in cells does not inhibit the formation of STX17-positive autophagosomes; indeed, STX17-positive vesicles are accumulated in BRUCE-deficient cells even in the absence of starvation. These data indicate that mature autophagosomes form in BRUCE-deficient cells, and that turnover of STX17-positive autophagosomes is inhibited, consistent with a deficiency of autophagosome–lysosome fusion.

It has been shown that mammalian target of rapamycin (mTOR) has a critical role in reformation of lysosomes^7,35^, whereas the Ras-related proteins (RAB) and the SNARE^7^ function in trafficking and vesicle fusion. 

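Mtor, which encodes mTOR, lies on chromosome 4 of GRCm38 from 148448611 to 148557683 on the plus strand. Its normalized count in FM was 1529 ± 93.9 (SD, n = 3) in shRenilla and 1442 ± 84.9 (SD, n = 3) in shBruce MEFs, a log2 fold change of -0.08 (standard error 0.14, adjusted p = 0.763 from edgeR's test, exact permutation p = 0.5). In Starv, it was 1486 ± 196 (SD, n = 3) and 1105 ± 180 (SD, n = 3), a log2 fold change of -0.43 (standard error 0.14, 95% confidence interval -0.72 to -0.13, adjusted p = 0.0420 from edgeR's test, exact permutation p = 0.2). The Starv difference did not pass an adjusted p of 0.05 in 9 of the 12 fits that each left out 1 library, and passed without shRenilla Starv replicate 3 (-0.53), without shBruce FM replicate 3 (-0.43) or without shBruce Starv replicate 3 (-0.57), with -0.34 as the value nearest to 0 over the 12 fits. It did not pass when only the Starv libraries were fitted (-0.43, adjusted p = 0.144), nor with the trends against transcript length and GC content removed (-0.12, 0.360), under which the FM value was 0.04. Over all alternatives, its adjusted p ranged from 0.412 to 0.960 in FM and from 4.3e-04 to 0.375 in Starv.

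The RAB genes comprised 59 members, of which 58 were among the counted genes and 46 passed the filter on low counts. In FM, 0 of the 46 passed an adjusted p of 0.05, both over all genes tested and adjusted over the list alone, and 8 had an unadjusted p under 0.05. When only the FM libraries were fitted, 1 passed in FM (Rab4b, 0.65, named after its values were seen), and 13 passed with sample quality weights. Their FM log2 fold changes ranged from -0.49 to 0.65 with a median of 0.06, and the set did not differ by camera (adjusted p = 0.308, range over the alternatives 0.0512 to 0.924), with a median of -0.02 without shBruce FM replicate 3, 0.02 without shRenilla FM replicate 3 and 0.0076 without shBruce FM replicate 1. In Starv, 7 passed over all genes tested and 7 adjusted over the list alone, with 21 at an unadjusted p under 0.05. Rab11b (0.81), Rab13 (0.72), Rab24 (0.47) and Rab34 (0.38) were higher in shBruce MEFs, and Rab5a (-0.88), Rab36 (-0.72) and Rab31 (-0.42) were lower, on the log2 scale. Rab11b had 866 ± 45.8 normalized counts in shRenilla and 1520 ± 555 in shBruce MEFs, and Rab5a had 997 ± 56.9 and 538 ± 221 (SD, n = 3). Their standard errors on the log2 scale were 0.20 and 0.23 and their adjusted p-values 0.0240 and 0.0268 from edgeR's test, with an exact permutation p of 0.1 for each. With the length and GC trends removed, Rab11b (1.21) and Rab5a (-0.77) still passed, Rab13 (0.42), Rab36 (-0.76) and Rab31 (-0.30) did not, and Rab24 (-0.11) and Rab34 (-0.09) changed sign. The Starv median of the RAB genes was -0.07 (range -0.88 to 0.94) and the set did not differ (adjusted p = 0.949, range over the alternatives 0.643 to 0.988). That median was 0.01 without shBruce Starv replicate 1, and 0.02 with no filter on low counts. It was -0.04 without shRenilla Starv replicate 2, shBruce Starv replicate 2 or shBruce Starv replicate 3, and -0.03 without shRenilla Starv replicate 3. The number of RAB genes past the threshold in Starv was 0 without shRenilla Starv replicate 1, without shRenilla Starv replicate 2 or without shBruce Starv replicate 2 (10, 11 and 20 at an unadjusted p under 0.05). It was 4 without shRenilla FM replicate 1 or without shRenilla FM replicate 3 (Rab11b, Rab13, Rab24 and Rab5a in both), 1 without shBruce Starv replicate 1 (Rab5a) and 21 without shBruce Starv replicate 3. Adjusted over the list alone, the Starv number was 0 with the replicate number as a block. It was also 0 without shRenilla FM replicate 1, any 1 shRenilla Starv replicate, shBruce FM replicate 2, or shBruce Starv replicate 1 or 2. It rose to 14 with DESeq2's Wald test and to 21 without shBruce Starv replicate 3.

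Of 36 SNARE genes, all were among the counted genes and 32 passed the filter. In FM, 0 of the 32 passed, both over all genes tested and adjusted over the list alone, and 7 had an unadjusted p under 0.05. When only the FM libraries were fitted, 1 passed in FM (Vamp8, 0.59), and 9 passed with sample quality weights. Their FM log2 fold changes ranged from -0.48 to 0.63, with a median of 0.10 and an adjusted p of 0.292 for the set (range over the alternatives 0.0512 to 0.907). That median was 0.04 without shBruce FM replicate 3. In Starv, 5 passed over all genes tested, 5 higher and 0 lower in shBruce MEFs. Adjusted over the list alone, 4 passed, and 14 had an unadjusted p under 0.05. Lower genes also passed with DESeq2's Wald test (7 higher and 5 lower), limma-voom (5 and 2), at least 10 counts in every sample (6 and 1) and sample quality weights (10 and 7). The same held without shBruce FM replicate 3 (4 higher, and Stx17 lower at -0.38) and without shBruce Starv replicate 3 (8 and 7). Stx17 is named here after its values were seen. Vamp5 had 66.1 ± 9.54 normalized counts in shRenilla and 156 ± 56.6 in shBruce MEFs (SD, n = 3), a log2 fold change of 1.21 (standard error 0.25, adjusted p = 0.0225 from edgeR's test). Vamp8 had 561 ± 85.2 and 1091 ± 428 normalized counts (SD, n = 3), a log2 fold change of 0.95 (standard error 0.24, adjusted p = 0.0241 from edgeR's test), and Use1 had a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.0225). Stx4a (0.68) also passed over all genes and over the list alone, and Bnip1 (0.61) over all genes only, both named after their values were seen. In the fit with the length and GC trends removed, Vamp5 (1.17) still passed, and Vamp8 (0.78) and Use1 (0.18) did not. The Starv median of the SNARE genes was 0.03 (range -0.49 to 1.21) with an adjusted p of 0.696 for the set (range over the alternatives 0.452 to 0.924), and it was -0.01 without shRenilla Starv replicate 3 and -0.07 without shBruce Starv replicate 2. It was 0.04 without shBruce Starv replicate 1 and 0.01 without shBruce Starv replicate 3. The SNARE count in Starv was 0 without shRenilla Starv replicate 1, without shRenilla Starv replicate 2 or without shBruce Starv replicate 2 (9, 10 and 12 at an unadjusted p under 0.05), 2 without shBruce Starv replicate 1 (Use1 and Vamp5) and 15 without shBruce Starv replicate 3.

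A list of 53 TFEB targets with lysosomal products, of which 51 were tested, gave 0 genes in FM over all genes tested (8 at an unadjusted p under 0.05) and 1 adjusted over the list alone (Lamp2). Its FM median was -0.10 and its adjusted p as a set was 0.0153. In Starv, 7 of the 51 passed over all genes tested, 3 higher and 4 lower, and 6 adjusted over the list alone, with a median of -0.03 and an adjusted p of 0.996 for the set. The interaction test gave 0 genes of the TFEB, RAB and SNARE lists at an adjusted p under 0.05 (5, 2 and 1 at an unadjusted p under 0.05).

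**Figure D3:**
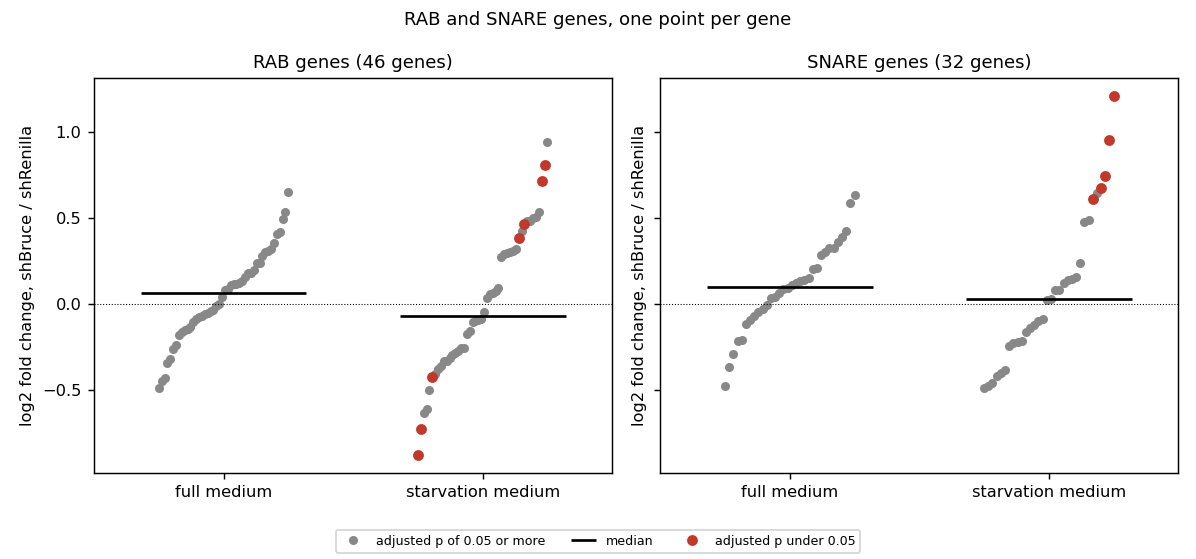
Log2 fold changes of shBruce against shRenilla MEFs for the 46 RAB and 32 SNARE genes tested, sorted within each medium, with a bar at the median and red points for genes with an adjusted p under 0.05. In FM 0 genes are red, and in Starv 7 RAB and 5 SNARE genes are red.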

The mRNA levels of mTOR, RABs, and SNAREs, as well as lysosomal biogenesis-related genes including the TFEB targets^29,36^ were not affected by BRUCE knockdown.

Autophagy has been shown to be critical for tumor progression in different contexts^37,38^. Previous studies have implicated BRUCE in cancer^39–43^, although its roles are poorly understood compared with other IAP family members. We propose that BRUCE may influence tumor progression not only via its anti-apoptotic function but also via its regulation of autophagy. Further studies are required to understand the role of BRUCE in the regulation of mammalian autophagy in vivo and its potential role in cancer.

## Methods

### Plasmids

pcDNA3-Myc-BRUCE FL (aa 1–4829) and mutants (aa 1–1648, aa 1–1360, and C4638A) were a kind gift from Mikihiko Naito^19^. Additional fragments in pcDNA3 used in this study were subcloned by Gibson Assembly using EcoRI/XhoI restriction sites. pBabe-puro-BRUCE aa 1–1648 was generated using a standard subcloning method. GST-tagged human MAP1LC3A, human MAP1LC3B, human MAP1LC3C, human GABARAP, mouse GABARAPL1, and human GABARAPL2 in pETM30 vector were kindly provided by Felix Randow^44^. GST-GABARAP LIR docking site mutants were generated using a standard site-directed mutagenesis method. pmCherryC1-GABARAP, pmCherryC1-GABARAPL1, pBabe-puro-mCherry-EGFP-GABARAP, and pBABE-puro-mCherry-EGFP-GABARAPL1 were generated using a standard subcloning method. pCMV-Gag-Pol was used as a helper plasmid for retrovirus production, and shRNAs were cloned into pRSF91-SFFV-TagBFP-mirE-PGK-Neo-WPRE as previously described^45^. pGex4T1-human ubiquitin 1 ×, 2 ×, 3 ×, and 4 × were described elsewhere^46^. pBabe-puro mCherry-EGFP-LC3B was a gift from Jayanta Debnath (Addgene plasmid #22418)^21^, LAMP1-mGFP was a gift from Esteban Dell’Angelica (Addgene plasmid #34831)^47^, pMRXIP GFP-STX17 WT (Addgene plasmid #45909)^13^, pMRXIP GFP-SNAP29 (Addgene plasmid #45923)^13^, pMRXIP GFP-VAMP8 (Addgene plasmid #45919)^13^, pMXs-IP GFP-Atg14 (Addgene plasmid #38264)^48^, pMXsIP GFP-VPS33A (Addgene plasmid #67022)^12^, pMRXIP VPS16-GFP (Addgene plasmid #67023)^12^ were gifts from Noboru Mizushima, h-Plekhm1-EGFP was a gift from Paul Odgren (Addgene plasmid #73836), GFP-Rab7 WT was a gift from Richard Pagano (Addgene plasmid #12605)^49^, and HA-LAMP2 was a gift from Ana Maria Cuervo^50^.

### Antibodies

Anti-BRUCE (BD, 611193; 1:500), anti-Ubiquitin (P4D1, Santa Cruz, sc-8017; 1:1,000), anti-Myc (9E10, Covance, MMS-150P; 1:1,000), anti-GFP (Santa Cruz, sc-9996; 1:1,000), anti-mCherry (Clontech, 632543; 1:1,000), anti-Alpha-Tubulin (Abcam, ab15246; 1:1,000), anti-Vinculin (Sigma-Aldrich, V9131; 1:1,000), anti-ATG5 (Cell signaling, 8540; 1:1,000), anti-LC3 (Nano Tools, 0260-100/LC3-2G6; 1:100), anti-GABARAP (E1J4E, Cell Signaling, 13733; 1:1,000), anti-GABARAPL1 (Abcam, ab86497; 1:500), anti-P62/SQSTM1 (MBL, PM045; 1:1,000), anti-LAMP1 (Abcam, ab24170; 1:1,000), anti-LAMP2 (Abcam, ab13524; 1:500), anti-ATG4B (Cell signaling, 5299; 1:1,000), anti-ULK1 (Santa Cruz, sc-33182; 1:500), anti-Beclin-1 (Cell Signaling, 3738; 1:1,000) and anti-EGFR (D38B1, Cell Signaling, 4267; 1:1,000) antibodies were purchased and used according to the manufacturer’s recommendations.

### Cell lines

*Bruce*^*+/+*^, *Bruce* ^*−/−*^ MEFs (a kind gift from Mikihiko Naito)^19^, *Atg5*^*+/+*^ and *Atg5*^*−/−*^ MEFs^34,51^, human embryonic kidney (HEK) 293 T cells (ATCC), and packaging cell lines, Platinum-E (Plat-E) (Ecotropic) and Platinum-A (Plat-A) (Amphotropic)^45,52,53^ were maintained at 37 °C in 5% CO_2_, in Dulbecco’s modified Eagle medium high glucose (Sigma) supplemented with 10% fetal calf serum (Thermo Fisher Scientific), 100 U ml^−1^ penicillin-streptomycin (Sigma), and 2 mM l-glutamine (Sigma-Aldrich). HAP1 cells were purchased from Haplogen/Horizon Genomics and were maintained in Iscove’s modified Dulbecco’s medium (Life technologies), supplemented with 10% fetal calf serum and 100 U ml^–1^ penicillin–streptomycin. Mouse haploid ES cells^54^ were a kind gift from Haplobank and were maintained in Dulbecco’s modified Eagle medium high glucose supplemented with 13.6% fetal calf serum (Thermo Fisher Scientific), 100 U ml^–1^ penicillin–streptomycin (Sigma), 2 mM l-glutamine (Sigma-Aldrich), 1 mM sodium pyruvate (Sigma), 1 × MEM non-essential amino acid solution (Sigma), 0.00035% β-mercaptoethanol, and ESGRO (Millipore). All the cell lines used in this study were mycoplasma negative.

### CRISPR/Cas9 BRUCE mutant cell lines

Design of small guide RNAs (sgRNA) was performed using the online CRISPR Design Tool from Zhang Lab (http://crispr.mit.edu/). sgRNAs (g*Bruce* #1 TGCATGCGCTGCGACGCCGA, g*Bruce* #2 GCATGCGCTGCGACGCCGAC, g*BRUCE*#1 GCATGCACTGCGACGCCGAC, g*BRUCE*#2 TGCATGCACTGCGACGCCGA) were cloned into pSpCas9(BB)-2A-GFP (PX458) (a gift from Feng Zhang (Addgene plasmid # 48138))^55^. MEFs or HAP1 cells were transfected using GeneJuice transfection reagent (VWR International) and FACS sorted for GFP^+^ cells 48 h post transfection. A pooled cell line was used for subsequent experiments and compared to a mock transfected (pSpCas9(BB)-2A-GFP empty vector) cell line.

### Retroviral infection

A method for retrovirus production is described elsewhere^56^. Briefly, retroviral plasmid and helper plasmid were transfected in packaging cell lines, Plat-E (Ecotropic) or Plat-A (Amphotropic), using a standard calcium-phosphate transfection protocol. 48 h post transfection, filtered condition media containing retroviral particles supplemented with 4 µg ml^–1^ polybrene (Sigma, H9268) were used to infect MEFs. To obtain stable cell lines, cells were selected using 1.5 mg ml^–1^ G418 (Gibco, 108321-42-2), or 4 µg ml^–1^ puromycin (Lactan GmbH, 240.3).

### Flow cytometry-based screening using an shRNA library

A method to generate shRNA library is described elsewhere^45,52,53^. Briefly, oligomers were amplified by PCR attaching miR-E compatible overhangs, and cloned into pRSF91-SFFV-TagBFP-mirE-PGK-Neo-WPRE using EcoRI/XhoI restriction sites. Subsequently, they were transformed into electrocompetent MegaX DH10B T1 (Invitrogen, C6400-03) in a scale to reach 10,000 × representation of each shRNA. mCherry-EGFP-LC3B MEF line (Clone 1) was test infected with different retrovirus dilutions to determine transduction efficiency for single cell infection. To obtain 4.184 million transduced cells (1,000 cells per shRNA), at a determined transduction efficiency of 8.5%, 50 million MEFs were seeded in duplicates. The following day, the cells were infected by the calculated amount of virus and selected by G418 (1.5 mg ml^–1^) after 2 days of infection. On day 8 after infection, cells were starved in Earle’s balanced salt solution (EBSS, Life Technologies) for 6 h. Based on the GFP signal intensity, “GFP high” and “GFP low” population were sorted by FACS sorting. Genomic DNA was extracted using a standard phenol extraction protocol, followed by Proteinase K digestion. Subsequently, the guide strand of every shRNA was amplified by PCR while attaching sample-specific barcodes, keeping 1,000 × representation of each shRNA (27 µg PCR template for 4,184 shRNAs). PCR samples were purified and sequenced using Illumina Solexa NGS (Next Generation Sequencing Facility, VBCF, Vienna, Austria). For the analysis of the NGS results, the normalized reads in the “GFP high” population were divided by normalized reads in the “GFP low” population, to obtain the fold change value for every shRNA. Subsequently, the geometric mean of both replicates was calculated, whereas scoring shRNAs are considered to have a geometric mean showing at least three-fold enrichment. For the hit list analysis only genes with at least three scoring shRNAs were considered. The average of the geometric mean of scoring shRNAs is displayed.

### Autophagic flux determination by FACS

MEFs stably expressing mCherry-EGFP-LC3B were seeded in triplicates and cells were starved for 6 h in EBSS on the following day. After 6 h of starvation, cells were trypsinized, centrifuged (220 *g*, 5 min), and resuspended in 300 µl phosphate-buffered saline (PBS). Samples were analyzed for mCherry/GFP fluorescence signal using FACS Fortessa (BD). For mitophagy induction, cells were treated for 24 h with 1 µM Antimycin A (Sigma-Aldrich, A8674-25MG, 10 mM in dimethyl sulfoxide (DMSO)) and Oligomycin (Sigma-Aldrich, O4876-5MG; 10 mM in DMSO). Vehicle control was taken by using equal amounts of DMSO. For the analysis of basal fluorescence levels, the mean of the relative fluorescence units was displayed. To display autophagy induction, the fluorescence level in full medium or DMSO control condition was set to 100% for every cell line and the remaining fluorescence signal after autophagy induction was calculated accordingly.

### Fluorescence microscopy

Cells were seeded on cover slips at low density. On the following day, cells were starved in EBSS, and if indicated treated with 100 nM Bafilomycin A1 (Enzo Life Sciences, BML-CM110-0100). Cells expressing fluorescently tagged proteins were fixed for 15 min at room temperature in 4% paraformaldehyde, washed, and subsequently transferred to mounting medium (VECTASHIELD, Szabo-Scandic, VECH-1000 (no DAPI) or VECH-1200 (containing DAPI)). For staining of endogenous proteins, cells were fixed in cold methanol for 10 min at – 20 °C, re-hydrated in cold PBS on ice, followed by three washes. Cover slips were blocked in 5% bovine serum albumin (BSA) in PBS for 1 h at room temperature. Primary antibody was diluted in blocking solution according to the manufacturer’s recommendations and incubated overnight on cover slips. Samples were washed in PBS and incubated in secondary antibody, Alexa Fluor 568 goat anti-mouse IgG (H+L) (Invitrogen, A11031), or Alexa Fluor 488 goat anti-rat IgG (H+L) (Invitrogen, A11006), diluted 1:1,000 in blocking solution for 1 h at room temperature. Samples were washed and cover slips were transferred to mounting medium. Samples were imaged by confocal microscopy or Airy scan on LSM780 or LSM880 Axio Observer (Zeiss). The analysis of mCherry-EGFP-LC3B-labeled vesicles was performed on Airyscan 3D image stacks using Definiens Developer Software. Cell borders were defined on a down-sampled image. A Bandpass filter was used on both channels for shaping out vesicles and a threshold was applied. The resulting objects were reshaped and tested for parameters like mean intensity and coefficient of variation to filter out false positive ones. Spot volumes, intensities, and overlap of the two channels were measured. More than 40% overlap were regarded as double positive. For the analysis of LAMP2-positive vesicles, the diameter, number, and distance to the nucleus was manually quantified using Fiji software. For the quantification of LC3B containing LAMP2 vesicles, the number of strongly stained LC3B aggregates was counted manually using Fiji.

### Lysosomal pH-based assays

To monitor changes in lysosomal pH, in the last 30 min of autophagy inducing treatment time, the growth medium was changed to 50 nM LysoTracker Red DND-99 (Invitrogen, L7528) containing medium. Cells were washed, trypsinized, and analyzed by flow cytometry. For microscopic analysis of LysoTracker Red stained cells, the growth medium was changed to 500 nM dye containing medium 30 min before the end of treatment time. Cells on cover slips were then washed for 10 min in chilled dye-free medium and fixed in 4% paraformaldehyde PBS, for 20 min on ice. Cover slips were washed once with chilled PBS and transferred to mounting medium and analyzed using LSM780 Axio Observer (Zeiss).

### Lysosomal enzymatic activity assay

To monitor changes in lysosomal enzymatic activity, cells were starved for 2 h in EBSS and subsequently incubated in EBSS containing 10 µg ml^–1^ DQ-Ovalbumin (Thermo Fisher Scientific, D12053) for 0, 15, 30, and 60 min. Cells on cover slips were washed, fixed for 15 min in 4% paraformaldehyde-PBS, and transferred to mounting medium containing DAPI nuclear staining. Samples were analyzed using LSM780 Axio Observer (Zeiss).

### Electron microscopic analysis

MEFs were grown on 12 mm Aclar plastic discs and fixed for 1 h in 2.5% glutaraldehyde in 0.1 M sodium phosphate buffer, pH 7.4. Samples were then rinsed with the same buffer, subsequently fixed in 1% osmium tetroxide in ddH_2_O, dehydrated in a graded series of ethanol and embedded in Agar 100 resin. Seventy-nanometer sections were cut parallel to the substrate and post-stained with 2% uranyl acetate and Reynolds lead citrate. Sections were examined with an FEI Morgagni 268D (FEI, Eindhoven, The Netherlands) operated at 80 kV. Images were acquired using an 11-megapixel Morada CCD camera (Olympus-SIS). The number of autophagic bodies per autolysosome was manually quantified.

### Immunoblotting

The method is described elsewhere^46^. Briefly, cells were lysed with chilled lysis buffer (50 mM HEPES, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 25 mM NaF, 10 mM ZnCl_2_, 10% glycerol, 1% Triton X-100, 20 mM NEM, and Complete protease inhibitors) and total cell lysates were resolved by SDS-PAGE, and transferred to nitrocellulose (GE Healthcare, Little Chalfont, UK) or to polyvinylidene difluoride membrane (Millipore, ISEQ00010). Membranes were blocked in 5 % BSA-TBS and blotted with indicated antibodies in blocking solution at 4 °C overnight. The following secondary antibodies were used according to the manufacturer’s recommendations: goat anti-mouse HRP (BioRad, 170–6516; 1:7,000), goat anti-rabbit HRP (Dako, P0448; 1:2,000), and goat anti-rat IgG HRP (Southern Biotech, 3050-05; 1:10,000). Western blotting Luminol Reagent (Santa Cruz) and high-performance chemiluminescence films (GE Healthcare) were used. Where appropriate, Ponceau S staining was used to visualize transferred proteins on the membranes.

For Odyssey-based immunoblotting quantification, membranes were blocked in 5% milk PBS and washed using PBS 0.2% Tween. Primary and secondary antibodies were diluted according to the manufacturer’s recommendations in 5% milk PBS 0.2% Tween. IRDye 800CW (925–32210; 1:10,000) and IRDye 680RD (925–68071; 1:10,000) secondary antibodies were purchased from LICOR. Membranes were imaged and quantified using LICOR imaging system. LC3B levels were subsequently normalized to Vinculin loading control.

Uncropped blots from main figures can be found in supplementary figures 8 – 12.

### EGF receptor degradation assay

Cells were stimulated with 100 ng ml^–1^ EGF (Thermo Scientific, E13345) in starvation medium after washing with PBS twice. At the indicated time points, cells were washed with chilled PBS and lysed in lysis buffer. Lysate was centrifuged for 15 min, 13,000 *g* at 4 °C and supernatant was used for immunoblotting.

### GST-protein purification and pulldown assay

A method for GST-protein purification and pulldown assay are described elsewhere^46^. Briefly, proteins were expressed in *Escherichia coli* BL21 (DE3) overnight at 18 °C and purified by Glutathione Sepharose 4B agarose beads (GE Healthcare). Total cell lysates were subjected to GST pulldown at 4 °C overnight using agarose-beads immobilized GST-control or GST-tagged proteins as indicated. After washing with chilled lysis buffer for 3 times, the pulldown samples were subjected to SDS-PAGE followed by immunoblotting. Input of the GST-tagged proteins or GST-control was analyzed by Ponceau S staining.

### Immunoprecipitation

Myc-BRUCE was immunoprecipitated from HEK293T cells, 48 h after transfection with the indicated plasmids using GeneJuice transfection reagent. Total cell lysates from 10 cm dishes were prepared as mentioned above, and incubated with 4 µg anti-Myc (9E10, Covance, MMS-150P) for 7 h at 4 °C, followed by incubation with 40 µl Protein G agarose beads (Sigma, 11243233001) for 1 h. Beads were washed four times, resuspended in loading buffer and boiled at 96 °C for 5 min. Samples were analyzed by immunoblotting.

### RNA sequencing

To prepare RNA-Seq samples, total RNA was isolated from MEFs expressing *shRenilla* and *shBruce*#1, starved for 2 h or grown in regular media using TRIzol (Life Technologies, 15596026). Contaminating DNA was digested by TURBO DNA-free Kit (Ambion, AM1907) and Bioanalyzer 2100 (Agilent Technologies) was used to determine the quality and quantity of RNA according to the manufacturers’ instructions. The library was prepared from these samples by poly(A) enrichment (New England Biolabs, Ipswich, MA). The resulting fragmented samples were sequenced on a HiSeqV4 SR50 with a read length of 50 (by VBCF-NGS). The reads were mapped to the *Mus musculus* mm10 reference genome with STAR (version 2.4.0d)^57^. Reads aligning to rRNA sequences were filtered out prior to mapping. The read counts for each gene were detected using HTSeq (version 0.5.4p3)^58^. The counts were normalized using the TMM normalization from edgeR package in R. Before statistical testing, the data was voom transformed and then the differential expression between the sample groups was calculated with limma package in R. The functional analyses were done using the topGO and gage packages in R. For visualization, heat maps were created using R and fragment alignments were processed using the Integrative Genomics Viewer (IGV_2.3.40 software)^59,60^

### Statistical analysis

All graphs were created using GraphPad Prism 7 software (GraphPad Software, Inc). The ANOVA test was used for all data sets, excluding indicated data sets in which two groups were compared by *t-*test. Significance and confidence level was set at 0.05.

### Data presentation

Representative western blots are shown from three independent experiments in Figs. 1d, e, 2d, 3a, b, 6a and 7a, e, S3b, S3d-f, S4a-h, S4o, S6c, S7a-f and S7i; from two independent experiments in Figs. 2f and 3c, S3g-h, S4i-l, S4n, S6d and S7g–h. Representative confocal microscopy images are displayed from three independent experiments in Figs. 2b, 5a, 6b, 7b and d, S1e, S5a and S6a; from two independent experiments in Figs. 4a and 5d and S6b; from one experiment in Fig. 6c. Representative electron microscopy images in Fig. 5c are taken from two independent experiments. Representative replicate#1 from the shRNA screen is shown in Fig. 1b and Fig. S2b. Corresponding correlation plots for both replicates are displayed in Fig. S2c. Representative FACS plots from two independent experiments from Fig. S1b–c are shown in Fig. S1d. Odyssey-based quantification of Fig. S3c was taken from one experiment using identical samples as in Fig. 7a. Specific data sets from RNA-Seq experiment are displayed in Fig. S3i and S5d.

All assays used in this study were pre-established, and planned accordingly or variance was determined from pilot studies. Statistical method was not used to determine the power analysis.

No samples were excluded from the analysis, and no specific statistical method was used for randomization. Mean-variance relationship is estimated empirically.

For quantification of microscopy data, the investigator was not blinded.

### Data availability

The RNAseq data that support the findings of this study have been deposited to GEO Submission with the GSE102808 accession code in the NCBI tracking system #18600616. Rest of the data that support the findings of this study are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 1

# Supplementary material for: The IAP family member BRUCE regulates autophagosome–lysosome fusion
**Source:** Nat Commun. 2018 Feb 9;9:599. doi: 10.1038/s41467-018-02823-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File Name:** Supplementary Movie 1

**Description:** STX17-positive mature autophagosomes are formed and expressed in wild type MEFs. WT MEFs stably expressing GFP-STX17 were starved and monitored by live imaging.

**File Name:** Supplementary Movie 2

**Description:** STX17-positive mature autophagosomes are formed and stably expressed in BRUCE knockout MEFs. *Bruce*^-/-^ MEFs stably expressing GFP-STX17 were starved and monitored by live imaging.

**File Name:** Supplementary Data 1

**Description:** Normalized NGS reads and fold change of shRNAs in GFP high vs GFP low gate.

How the deposited data were processed for this re-analysis (not part of the article)

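RNA-Seq counts of 12 libraries were analysed, from MEFs expressing shRenilla or shBruce#1 in FM or after 2 h of starvation, with 3 replicates in each of the 4 conditions. The authors isolated total RNA with TRIzol, digested DNA, prepared libraries by poly(A) enrichment and sequenced single-end reads. They removed reads aligning to rRNA, mapped the rest to mm10 with STAR and counted reads per gene with HTSeq. The paper's text does not name the gene annotation, the strand setting or the overlap mode of the counting. The table used holds raw read counts without normalization, with 24062 gene symbols and a column for each library, and 0 of its columns were left unused. In it, 27 symbols had been turned into dates, which took 0.296% of all counts, and 2 symbols were repeated. These were kept as the table gives them and are not named in the text. Gene positions, transcript lengths and GC content came from GENCODE M21 on GRCm38, to which 22724 symbols matched directly and 950 through older symbols.

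Total counts ranged from 7717265 to 18510540 per library. The spread of replicate libraries went beyond counting error, with chi-square values per degree of freedom from 2.24 to 98.4 between replicates of a condition, so the precision of each value is given as the SD or as the standard error of the fit. Normalized counts are counts divided by the library's effective size relative to the geometric mean of the 12 effective sizes. Counts were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on low counts, a mean for each condition over all 12 libraries in a joint fit, and the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a level of 0.05. The comparisons were shBruce against shRenilla MEFs in FM and in Starv, Starv against FM in each line, and the interaction of line and medium. Confidence intervals are at 95%. For single genes, an exact permutation test on the normalized counts is also given, whose smallest two-sided p with 3 libraries against 3 is 0.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

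Gene lists of TFEB targets, their lysosomal core, RAB genes, SNARE genes, autophagy genes, ATF4 targets, p53 targets, interferon-stimulated genes and immediate-early genes were written from general knowledge, not from the paper. They were tested as sets with camera from limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. The TFEB, RAB and SNARE lists in both media form a family of 6 tests, and the 5 other lists over the 5 comparisons a family of 25. These lists, the tests, the alternatives and the rule for naming genes were chosen before the data were examined, apart from 4 alternatives given below. The rule names Birc6 and, where a claim or observation is about them, the genes that the paper names. It also names up to 3 rising and 3 falling genes of each of the TFEB, RAB and SNARE lists with the largest change among those past the threshold, and up to 5 rising and 5 falling genes per comparison. The last group was limited to genes with a mean normalized count of at least 50 where they are higher and with replicates that do not overlap between the conditions.

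The alternatives were DESeq2's size factors in edgeR, upper-quartile normalization, the Wald test of DESeq2 1.42.0, limma-voom as the paper names it, no filter on low counts, at least 10 counts in every sample, a fit of only the groups compared, the replicate number as a block, each of the 12 libraries left out in turn, a change of at least 2-fold, the lysosomal core in place of the full TFEB list, and fry or an estimated correlation in place of camera's preset. After the data had been seen, 4 more were added, in which each library's trend against transcript length and GC content was removed (spline with 4 degrees of freedom) in edgeR, in edgeR with the replicate block and in limma-voom, or in which limma-voom used sample quality weights. The trends were estimated on the more abundant of the genes with a length and GC content, with a term for length times GC content. They were then removed from all genes with a length and GC content, 12059 of the 12154 tested (99.2%).

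The processing was tested on simulated counts with 200 changed genes, of which the edgeR fit recovered 198, with 14 false calls among 12025 genes and confidence intervals that covered 95.1% of the true values. With a simulated length trend, it recovered 199 with 23 false calls, and its confidence intervals covered 92.2% of the true values. With the trends removed, it recovered 198 with 5 false calls and a coverage of 95.4%. Limma-voom recovered 197 with 17 false calls on the counts without a trend. The simulation drew genes independently, gave each gene the same spread in every library, and planted changes of a single size in shBruce FM only. The real libraries differed in spread, with chi-square values per degree of freedom from 2.24 to 98.4 between replicates. These rates therefore test the code and do not carry over to the real FM and Starv counts.

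For the shRNA screen, the score table of Supplementary Data 1 was read from a shortened copy, so only genes in that copy were recounted. An shRNA was counted as scoring at a geometric mean of at least 3, the threshold in the paper's methods, with 2 as the alternative. The sequencing reads themselves, the proteomic and imaging data and the Bruce−/− cells are not analysed here.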

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

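The tests with the trends against transcript length and GC content removed, and those on the interferon-stimulated genes of a single library, were chosen after the results they test had been seen. The tests of depth, of the most abundant genes and of other groupings of the libraries were written beforehand.

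Starvation changed many genes in both lines, which the paper does not report. In shRenilla MEFs, 2061 of 12154 genes had an adjusted p under 0.05 by edgeR's test, 1178 higher and 883 lower, and in shBruce MEFs 2790 genes, 1506 higher and 1284 lower. Both lines shared 1536 of these genes, all with the same direction. The genes named here passed the threshold with a mean normalized count of at least 50 where higher and with replicates that did not overlap. Among such genes, the largest rises in shRenilla MEFs were those of Trib3 (log2 fold change 4.16, adjusted p = 5.1e-08), Txnip (3.66), Chac1 (3.62), Adck3 (3.30) and Klhl24 (3.25). The largest falls were those of Phlda1 (-4.18), Rgs16 (-3.76), Id1 (-3.61), Ccl2 (-3.19) and Sema7a (-3.13). In shBruce MEFs the largest rises were those of Txnip (4.34), Trib3 (3.92), Ddit3 (3.45), Chac1 (3.41) and Klf11 (3.37). The largest falls there were those of Rgs16 (-4.48), Ptgs2 (-3.75), Lif (-3.63), Cyr61 (-3.50) and Ccl2 (-3.45). Of the 10 groupings of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes in shRenilla MEFs (highest other 0) and 1 gave as many in shBruce MEFs (highest other 1), and with 10 groupings this share cannot fall under 0.1. Trends against transcript length and GC content do not account for these counts, since 3044 and 3937 genes passed with them removed. The count for shRenilla MEFs fell to between 1149 and 1224 without any 1 of shRenilla FM replicates 1 (1224), 2 (1198) or 3 (1199) or shRenilla Starv replicates 1 (1153) or 2 (1149), and rose to 3212 and 3131 without shBruce Starv replicate 1 or 3, while that for shBruce MEFs fell to 1855 without shBruce FM replicate 2. A response to the 2 h of starvation may account for these changes.

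In Starv, 2907 genes differed between shBruce and shRenilla MEFs, most of which lie outside the genes that the paper discusses. Within the same limits on count and overlap, the largest differences upward were those of Acat3 (3.20), Rpsa (2.79), Oaz1 (2.59), Snx22 (2.54) and Rpl13 (2.46). The largest downward were those of Dpy19l4 (-2.00), Birc6 (-1.98), Uhmk1 (-1.88), Megf9 (-1.85) and Lnpep (-1.84). The mean of Rpsa and that of Rpl13 rest on shBruce Starv replicate 1 (7511 and 30741 normalized counts, against 1180 and 801 for Rpsa and 5922 and 3995 for Rpl13 in replicates 2 and 3). With length and GC trends removed, Oaz1 (1.83, adjusted p = 0.0685), Rpl13 (1.56, 0.0575) and Megf9 (-1.32, 0.0531) no longer passed, and the adjusted p ranged over the alternatives from 2.7e-04 to 0.181 for Oaz1, from 1.5e-04 to 0.117 for Rpl13 and from 2.9e-04 to 0.117 for Megf9. Without shBruce Starv replicate 1, Oaz1 (1.09, 0.0609), Megf9 (-1.93, 0.0508) and Lnpep (-1.80, 0.0564) did not pass, and without shBruce Starv replicate 2 none of these genes but Birc6 did.

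The low depth of shBruce Starv replicate 1 does not account for the count, since 2785 genes passed with every library thinned to 7717265 counts, and neither do a few abundant genes, since 2913 passed without the 100 genes with the most counts. Of the 10 groupings of the 6 Starv libraries, 1 (the real one) gave as many genes. Another grouping gave 1545 genes, and it placed shRenilla Starv replicate 3 with shBruce Starv replicates 1 and 2, which are the 3 libraries with the lowest slopes against transcript length. With the length and GC trends removed, 669 genes passed, 469 of them among the 2907, no other grouping gave any (highest other 0), and the count without 1 library was 1 without shRenilla Starv replicate 1 or 2 (Birc6 both times), 266 without shRenilla Starv replicate 3, and 307, 103 and 3907 without shBruce Starv replicates 1, 2 and 3. Without the correction it was 0, 0 and 2933 without shRenilla Starv replicates 1, 2 and 3 (3495 and 3409 genes at an unadjusted p under 0.05 for the zeros) and 573, 15 and 5735 without shBruce Starv replicates 1, 2 and 3. A knockdown effect and a length-dependent difference between library preparations cannot be told apart for these genes, because the correction leaves some and each count moves with single libraries. The lines themselves are a further open explanation, since each shRNA was sequenced in a single line.

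ATF4 targets, genes of the amino acid response, differed between the lines in how far starvation raised them, with a median interaction of -0.21 on the log2 scale over 37 genes (camera, adjusted p = 0.0339). The median response was 1.11 in shRenilla and 1.06 in shBruce MEFs. This difference was not past the threshold under fry (0.533) or with an estimated correlation (0.574), with at least 10 counts in every sample (0.0545) or with sample quality weights (-0.08, 0.437), and the adjusted p ranged from 4.9e-04 to 0.652 over the alternatives. It was also lost without shBruce FM replicate 3 (-0.03, 0.652), shRenilla Starv replicate 3 (-0.13, 0.311), shBruce Starv replicate 1 (-0.14, 0.141), shRenilla FM replicate 3 (-0.19, 0.142) or shRenilla FM replicate 1 (-0.21, 0.0665). Length and GC trends alone do not account for it (-0.17, 0.00172 with them removed), and an effect of BRUCE on this response stays open as untested beyond these values.

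Interferon-stimulated genes had a median interaction of 0.66 over 32 genes (camera, adjusted p = 8.2e-11), which was not past the threshold under fry (0.376) or with an estimated correlation (0.381) and ranged from 3.5e-24 to 0.381 over the alternatives. Without shBruce FM replicate 3, the median was 0.16 (adjusted p = 0.0504), and without shBruce FM replicate 2 it was 1.09. In shBruce FM replicate 3, 30 of the 32 genes had their lowest value of all 12 libraries, with a median deviation of -2.77 on the log2 scale, against -0.38 to 0.23 in the other 11. BRUCE knockdown does not account for the low values, since the FM median difference between the lines was -0.12 without shBruce FM replicate 3, and neither do length and GC trends, which left the deviation at -2.69. An exchange of shRenilla for shBruce cells is not in keeping with the Birc6 count of shBruce FM replicate 3, 1390, which lies among the shBruce libraries. What lowered these genes in 1 library stays open, and a difference in the culture or in the passage of that plate was not tested.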

How the results depend on the processing

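Of the alternatives, 4 (the 3 with length and GC trends removed and limma-voom with sample quality weights) were chosen as tests after seeing the data, and the genes named beside counts of 5 or fewer were chosen after their values were seen. The interaction count was 0 under all alternatives that apply to it, with 205 to 3047 genes at an unadjusted p under 0.05. The counts of genes in Starv and after starvation stayed within 1.5 times their values under DESeq2's size factors, upper-quartile normalization, DESeq2's Wald test, limma-voom, no filter and at least 10 counts in every sample. The FM differences of Map1lc3b, Gabarap, Gabarapl1 and Sqstm1 kept their direction and stayed short of the threshold under all alternatives.

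With only the groups compared, 597 genes differed in FM and 0 in Starv (3662 at an unadjusted p under 0.05), and starvation changed 5013 genes in shRenilla and 956 in shBruce MEFs. Birc6 then passed in FM (-1.75, adjusted p = 0.00314) and not in Starv (-1.99, 0.117), and Gabarap (0.49, 0.134) and Mtor (-0.43, 0.144) did not pass in Starv. In the same fits, 5 TFEB targets (Fnip1, Fnip2, Igf2r, Lamp2 and Tpp1), 1 RAB gene (Rab4b) and 1 SNARE gene (Vamp8) passed in FM, and 0 of each list in Starv (23, 10 and 7 at an unadjusted p under 0.05). Fewer libraries leave fewer degrees of freedom in both media. The joint fit shares 1 spread per gene over all conditions. Between replicates, chi-square values per degree of freedom were 49.0 to 98.4 in shBruce Starv and 2.24 to 28.9 in the other conditions. Counts rose where shBruce Starv was not compared (FM, and starvation in shRenilla MEFs) and fell where it was. A shared spread too wide for the former and too narrow for the latter would give this, which was not tested directly.

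With DESeq2's Wald test, 76 genes passed in FM, among them Birc6 (-1.75, 8.8e-08) and 3 TFEB targets (Fnip1, Gpnmb and Lamp2). In Starv, Map1lc3b (0.47), Gabarapl1 (0.34) and Sqstm1 (0.37) then passed, as did 28 TFEB targets, 14 RAB genes and 12 SNARE genes. With no filter on low counts, 7 genes including Birc6 (-1.77, 6.9e-04) passed in FM, Gabarap (0.46, 0.0595) did not pass in Starv, the TFEB set passed in Starv (-0.12, 0.0248) and the RAB median in Starv was 0.022. With at least 10 counts in every sample, Map1lc3b (0.47, 0.0460), Gabarapl1 (0.33, 0.0484) and Sqstm1 (0.37, 0.0449) passed in Starv. Upper-quartile normalization brought Map1lc3b past the threshold in Starv (0.48, 0.0435), DESeq2's size factors Sqstm1 (0.37, 0.0486), and limma-voom took Gabarap short of it (0.47, 0.0553). For starvation in shBruce MEFs, the median log2 fold change of all genes tested was 0.02 in the reported fit of 12154 genes. It became 0.11 under upper-quartile normalization, and was also 0.11 with no filter, where 18859 genes were tested. Under upper-quartile normalization, the share of higher genes among those changed by starvation rose from 57.2% to 71.2% in shRenilla MEFs. In shBruce MEFs it rose from 54.0% to 68.1%. The cause was not tested for any of these.

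With the replicate number as a block, 1909 genes passed in Starv, Gabarap (0.49, 0.0802) and Mtor (-0.44, 0.0655) no longer did, and 4 RAB genes did (Rab11b, Rab13, Rab24 and Rab5a). Replicates of different conditions that share a number were not clearly related, with correlations from -0.46 to 0.35 over 18 pairs, of which 5 were above 0.1. A change of at least 2-fold was reached by 512 genes in Starv and, with starvation, by 726 genes in shRenilla and 920 in shBruce MEFs, as a stricter limit must give fewer. The lysosomal core had 7 genes past the threshold in Starv, being a shorter list. With an estimated correlation, the TFEB set in FM did not pass (-0.10, 0.459), and 1 of the 25 tests of other lists passed (immediate-early genes with starvation in shRenilla MEFs) in place of 11.

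With length and GC trends removed in edgeR, with the block added, and in limma-voom, the number of genes past the threshold was 2 (Birc6 and Lama4), 2 (the same genes) and 6 in FM, and 669, 1 (Birc6) and 383 in Starv. Starvation then changed 3124 genes in shRenilla MEFs in limma-voom. Birc6 passed in FM in all 3 (-1.38 in each, adjusted p 1.5e-04, 0.00169 and 2.0e-04), Gabarap (0.15 in each) and Mtor (-0.12 in each) did not pass in Starv, and Mtor in FM became 0.036 in each. The TFEB set passed in Starv (-0.10 in each, 0.0240, 0.0227 and 0.0240). The Starv counts were 5 (Cd63, Ctsb, Gaa, Manba and Scarb2), 0 (31 at an unadjusted p under 0.05) and 4 (Cd63, Gaa, Manba and Scarb2) for TFEB targets, 3 (Rab11b, Rab5a and Rab8a), 0 (11) and 2 (Rab11b and Rab5a) for RAB genes and 1 (Vamp5), 0 (8) and 1 (Vamp5) for SNARE genes. The RAB median in Starv became 0.044, 0.041 and 0.016, Atp6v0b in Starv became -0.024, -0.022 and -0.023, and Rab24 -0.11 in each. With the block, 12324 genes were tested in place of 12154. What gave rise to the trends was not settled.

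With sample quality weights, which gave shBruce Starv replicates 1 and 3 the lowest weights (0.175 and 0.171), 3690 genes passed in FM and 6525 in Starv, and starvation changed 7059 genes in shRenilla MEFs. Birc6 (-1.88) passed in FM, and Map1lc3b (0.40), Gabarapl1 (0.48) and Sqstm1 (0.38) passed in Starv. TFEB, RAB and SNARE genes past the threshold numbered 30, 13 and 9 in FM and 48, 22 and 17 in Starv, and the RAB median in Starv was 0.021. Why the weights raised these counts was not tested.

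Over the 12 fits that each left out 1 library, the counts ranged from 0 to 32 in FM (32 without shBruce Starv replicate 3), from 0 to 5735 in Starv (0 without shRenilla Starv replicate 1 or 2, with 3495 and 3409 genes at an unadjusted p under 0.05, and 5735 without shBruce Starv replicate 3), from 1149 to 3212 for starvation in shRenilla MEFs (1149 without shRenilla Starv replicate 2, 3212 without shBruce Starv replicate 1) and from 1855 to 4009 for starvation in shBruce MEFs (1855 without shBruce FM replicate 2, 4009 without shBruce Starv replicate 3). Log2 fold changes ranged from -1.92 to -1.63 for Birc6 in FM and from -2.20 to -1.77 in Starv, and in Starv from 0.24 to 0.58 for Map1lc3b, from 0.37 to 0.64 for Gabarap, from 0.22 to 0.38 for Gabarapl1, from 0.29 to 0.41 for Sqstm1 and from -0.57 to -0.34 for Mtor. Counts in Starv ranged from 0 to 41 for TFEB targets, from 0 to 21 for RAB genes and from 0 to 15 for SNARE genes, each highest without shBruce Starv replicate 3. Set medians ranged from -0.11 to -0.071 for TFEB targets in FM, where the set did not pass without shBruce FM replicate 1 (-0.071) or shRenilla FM replicate 2 (-0.074). They ranged from -0.022 (without shBruce FM replicate 3) to 0.087 for RAB genes in FM, from -0.069 to 0.011 (without shBruce Starv replicate 1) for RAB genes in Starv, and from -0.066 (without shBruce Starv replicate 2) to 0.043 for SNARE genes in Starv. The lowest library total, 7717265 in shBruce Starv replicate 1, does not by its depth alone limit the Starv count, since thinning all libraries to it left 2785 genes.

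For the single genes named beside these results, 1125 values of 47 results under the alternatives were compared with their reported values, and 934 kept their direction and side of the threshold, 175 fell short of it, 10 passed it and 6 changed direction, which are the values of Atp6v0b and Rab24 above. All 175 that fell short and all 6 that changed direction were differences between the lines in Starv. No change with starvation within a line was among them. The share that held is therefore lower for the Starv differences than for all 47 results, and most of these genes were named for passing in the reported fit. Mtor, counted apart from these 47 results, changed direction in FM as given above, and Rab34, also outside them, changed from 0.38 to -0.09 in Starv with length and GC trends removed in edgeR.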

Differences from the paper's values

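The paper's Table 1 gives 4 scoring shRNAs for Birc6, and 2 Birc6 shRNAs in Supplementary Data 1 had a geometric mean of at least 3, the threshold in the paper's methods. At that threshold, the counts also lay below the paper's for Atg7 (4 against the paper's 5), Atg16l1 (3 against the paper's 4), Nedd8 (2 against the paper's 3) and Atg9a (2 against the paper's 3), and equalled it for Atg12 (3). With a geometric mean of at least 2, the only alternative to this threshold set before the data were examined, 4 shRNAs scored, with an average geometric mean of 3.18 against the paper's 3.18, and the counts and averages of the other 5 genes compared (Atg7, Atg16l1, Atg12, Nedd8 and Atg9a) also equalled the paper's. The paper's library held 4184 shRNAs, and the copy of Supplementary Data 1 read here lists 1997, being shortened, so no total over the library is compared, and no alternative bears on that number.

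The paper states that BRUCE depletion had no large effect on the transcripts of LC3B, GABARAP, GABARAPL1 and p62 in either medium. That statement is about size, whereas the threshold used here concerns significance, so passing it does not by itself contradict the paper. In Starv, Gabarap had a log2 fold change of 0.49 (edgeR, adjusted p = 0.0498). It did not pass the threshold with limma-voom (0.0553), no filter (0.0595), only the groups compared (0.134) or the replicate block (0.0802), all set before the data were examined, nor in 10 of the 12 fits that each left out 1 library (all but those without shBruce FM replicate 3 or shBruce Starv replicate 3), nor with length and GC trends removed in edgeR (0.459), with the block added (0.498) or in limma-voom (0.466), which were chosen after seeing the values. Its adjusted p ranged from 4.7e-04 to 0.498 over the alternatives.

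The paper states that TFEB targets were not differentially expressed in shBruce MEFs, and that mTOR, RAB and SNARE transcripts were unaffected by the knockdown. In FM, 0 genes of these lists passed the threshold (17, 8 and 7 TFEB, RAB and SNARE genes at an unadjusted p under 0.05), while in Starv 13 TFEB targets (with Gabarap, already given above, among them), 7 RAB genes and 5 SNARE genes passed and Mtor had a log2 fold change of -0.43 (edgeR, adjusted p = 0.0420, range over the alternatives 4.3e-04 to 0.375). With only the groups compared, 0 genes of the 3 lists passed in Starv (23, 10 and 7 at an unadjusted p under 0.05) and Mtor did not (0.144; with the replicate block 0.0655), but 5 TFEB targets, 1 RAB gene and 1 SNARE gene passed in FM. With length and GC trends removed and a replicate block, chosen after seeing the values, 0 genes of the 3 lists passed in either medium (23, 4 and 1 at an unadjusted p under 0.05 in FM, and 31, 11 and 8 in Starv), and Mtor did not pass (0.368; without the block 0.360, and in limma-voom 0.375). The Starv counts were also 0 without shRenilla Starv replicate 1 (19, 10 and 9 at an unadjusted p under 0.05), without shRenilla Starv replicate 2 (19, 11 and 10) or without shBruce Starv replicate 2 (30, 20 and 12), and Mtor did not pass in 9 of the 12 fits that each left out 1 library (all but those without shRenilla Starv replicate 3, shBruce FM replicate 3 or shBruce Starv replicate 3). With limma-voom, the test that the paper names, on all 12 libraries, 12 TFEB targets, 7 RAB genes and 7 SNARE genes passed in Starv and 0 in FM (17, 8 and 7 at an unadjusted p under 0.05). Other alternatives raised the Starv counts of the TFEB, RAB and SNARE lists, to 28, 14 and 12 with DESeq2's Wald test. They were 41, 21 and 15 without shBruce Starv replicate 3. With sample quality weights, chosen after seeing the values, they were 48, 22 and 17 in Starv and 30, 13 and 9 in FM.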

Other observations

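The tests on transcript length and GC content, on the slopes of single libraries and on the reads on otherwise silent genes were chosen after the results had been seen. The tests of other groupings of the libraries and of the guide's seed were written beforehand.

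No gene differed between the lines in FM at an adjusted p under 0.05 (1750 at an unadjusted p under 0.05), and all 10 of the 10 groupings of the FM libraries gave as many, since the real count is 0. For the interaction, 100 of 100 groupings gave as many, again beside a real count of 0 (474 genes at an unadjusted p under 0.05). Of these, 3 other groupings gave genes, up to 3900, and the highest exchanged the lines in 1 medium, which turns the difference between the lines into an interaction. In FM, the libraries of the lines did not overlap at 4065 genes (33.4%) and in Starv at 4236 genes (34.9%), and with starvation those of the media did not overlap at 6366 genes (52.4%) in shRenilla and 3759 (30.9%) in shBruce MEFs, where chance gives 10% for a single gene. Genes are not independent, since a trend of a whole library moves many together, and the FM slopes of the lines against transcript length did not overlap either. These shares therefore do not count separate gene changes. Lama4, named after its values were seen, had 318 ± 31.3 normalized counts in shRenilla FM and 109 ± 6.11 in shBruce FM (SD, n = 3), a log2 fold change of -1.54 (edgeR, adjusted p = 0.0627), and passed with length and GC trends removed (-1.36, 0.00486), where Birc6 was the other gene to pass in FM.

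Log2 fold changes between the lines correlated between FM and Starv across 12154 genes (Pearson's r 0.64, Spearman's rho 0.71), which are not independent replicates. When the line labels were permuted within each medium, 1 of 100 groupings, the real one, gave an absolute correlation as large (r 0.66 from differences of mean log2 values, highest other 0.61). With length and GC trends removed, the real grouping was again 1 of 100 (0.51, highest other 0.44). Neither the grouping of the libraries nor these trends alone account for the correlation, and a difference between the lines that both media share, by knockdown or otherwise, may.

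Longer transcripts had lower counts in shBruce than in shRenilla MEFs. Across 12059 genes, the log2 fold change had a rank correlation with transcript length of -0.49 in FM and -0.57 in Starv, and with GC content of 0.48 and 0.44. The fifth of genes with the shortest transcripts had a median of 0.22 in FM and 0.45 in Starv, and the fifth with the longest -0.23 and -0.40. The slope per doubling of transcript length averaged 0.06 in shRenilla FM, 0.16 in shRenilla Starv, -0.09 in shBruce FM and -0.14 in shBruce Starv. Its range over replicates was 0.149, 0.191, 0.0393 and 0.292 in that order, against differences between the lines of -0.15 in FM and -0.30 in Starv. The slopes of the lines did not overlap in FM and did in Starv, where shRenilla Starv replicate 3 (0.036) lay below shBruce Starv replicate 3 (0.040). Differences between library preparations and a difference between the cells cannot be told apart here, because the range of 0.292 within shBruce Starv is nearly as large as the difference between the lines and the preparation of each library is not given.

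Seed matches of the guide to other mRNAs were tested through 2152 of 11587 genes whose 3′ UTR holds the site GTTTAAA. Their median log2 fold change was lower than that of the other genes by a difference of -0.21 in FM and -0.31 in Starv, but 66 of 139 control sites of the same composition gave a difference as low in FM and 52 in Starv (controls from -0.23 to -0.17 and from -0.35 to -0.23). With length and GC trends removed, 82 and 96 did. Seed matches therefore do not account for the lower transcripts of shBruce MEFs as a group.

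The library shBruce Starv replicate 1, the 1 with the lowest depth, had reads on many genes that are otherwise silent. It had 16350 genes detected, against 14182 to 15107 in the other libraries, and of 9527 genes whose median over the other libraries was under 0.05 CPM it detected 25.3%, against 4.36% to 9.50% elsewhere. These genes had 720 CPM together in this library and 33.6 to 96.7 CPM in the others. Of all genes, 1031 had counts in this library alone, against 28 to 125 in any other. The 10 silent genes with the most reads held 3.92% of these reads, against 4.42% to 17.4% in the other libraries, and without markers of another cell type this does not decide whether its RNA was present. Genomic DNA of a male cell would give X-linked genes a lower density than autosomal genes, and the ratio was 1.25 (bootstrap over genes, 2000 resamples, 95% interval 0.998 to 1.51, with 586 X-linked and 8645 autosomal genes), against 0.479 to 1.10 in the other libraries. The MEFs express the Y-linked gene Ddx3y (1315 normalized counts in shRenilla FM), which argues against genomic DNA of these cells, but the number of X chromosomes was not measured, and the rank correlation of these reads with transcript length (0.35, against at most 0.09 in the others) would go with genomic DNA. The origin of the reads stays open, and no biological explanation was tested.

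Of the other gene lists, tested with camera and adjusted over the 25 tests, interferon-stimulated genes were lower in shBruce FM (median -0.57, adjusted p = 1.1e-10, range over the alternatives 7.5e-25 to 0.381) and higher with starvation in shBruce MEFs (0.66, 5.7e-06, range 4.8e-12 to 0.544). Both were short of the threshold under fry (0.239 and 0.192) and an estimated correlation (0.381 and 0.544), and without shBruce FM replicate 3 they were -0.12 (0.0987) and 0.27 (0.0176), and without shBruce FM replicate 2 they were -0.96 and 1.14. Their median was 0.13 in Starv (0.924) and 0.15 with starvation in shRenilla MEFs (0.532, range 0.0415 to 0.954), where only the fit of the groups compared passed (0.0415). The Starv median was 0.07 without shBruce Starv replicate 2 and 0.05 without shBruce Starv replicate 3, and that with starvation in shRenilla MEFs 0.09 without shRenilla FM replicate 2.

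ATF4 targets were higher in shBruce FM (median 0.23, camera adjusted p = 2.6e-05, range over the alternatives 6.2e-07 to 0.381), but not under fry (0.192) or an estimated correlation (0.381). That FM median was 0.16 without shBruce FM replicate 3 (0.0198) and 0.35 without shBruce FM replicate 1 (6.2e-07). Their Starv median was 0.12 (0.200, range 0.0433 to 0.843), passed without shBruce Starv replicate 1 (0.13, 0.0433) and became -0.03 with length and GC trends removed. With starvation they rose in shRenilla (1.11, 9.4e-25, range 4.2e-33 to 0.0610) and shBruce MEFs (1.06, 1.1e-18, range 2.1e-23 to 0.0961), under fry too, and short of the threshold only with an estimated correlation (0.0610 and 0.0961). Autophagy genes rose with starvation in shRenilla (0.18, 3.3e-04, range 6.0e-05 to 0.134) and shBruce MEFs (0.17, 0.0140, range 8.7e-04 to 0.371), under fry too, but not with an estimated correlation (0.134 and 0.371) nor, in shBruce MEFs, with no filter (0.0652). Their medians were 0.03 in FM (0.343), -0.07 in Starv (0.826, becoming 0.03 with length and GC trends removed) and -0.07 for the interaction (0.287, range 0.0296 to 0.785), which passed with no filter (-0.08, 0.0296). Single libraries moved these medians to 0.11 without shBruce Starv replicate 1 for starvation in shBruce MEFs, to 0.05 without shBruce FM replicate 1 and 0.001 without shBruce FM replicate 2 in FM, and to -0.03 without shBruce Starv replicate 1 and -0.14 without shBruce Starv replicate 3 in Starv. The interaction was -0.04 without shBruce FM replicate 2 or shBruce Starv replicate 1 and -0.13 without shBruce Starv replicate 3.

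Immediate-early genes fell with starvation in shRenilla (median -1.42, camera adjusted p = 8.2e-17, range over the alternatives 2.7e-23 to 0.0321) and shBruce MEFs (-1.12, 1.5e-11, range 2.8e-18 to 0.0506), and of these alternatives an estimated correlation in shBruce MEFs alone (0.0506) left the set short of the threshold. Their FM median was -0.15 (0.155, range 3.0e-05 to 0.622) and passed with no filter (-0.16, 0.0438), without shRenilla FM replicate 1 (-0.17, 0.0437), without shBruce FM replicate 2 (-0.15, 0.0277) and with length and GC trends removed (-0.16, 7.6e-05), and it was -0.23 without shBruce FM replicate 1 and -0.07 without shBruce FM replicate 3. Their Starv median was 0.04 (0.924, range 0.146 to 0.984), 0.03 without shRenilla Starv replicate 1, 0.15 without shBruce Starv replicate 2, and -0.03 without shRenilla Starv replicate 2, -0.01 without shBruce Starv replicate 1, -0.03 without shBruce Starv replicate 3, -0.01 with limma-voom, -0.02 with sample quality weights and -0.08 with length and GC trends removed. Their interaction was 0.15 (0.155, range 0.0230 to 0.998), 0.30 without shBruce Starv replicate 2 (0.0230) and -0.04 without shBruce Starv replicate 3 (0.400).

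The p53 targets had medians of -0.03 in FM (camera adjusted p = 0.381, and 0.01 with at least 10 counts in every sample), -0.23 in Starv (0.144, range over the alternatives 0.00690 to 0.610), -0.08 and -0.25 with starvation in shRenilla (0.343) and shBruce MEFs (0.155, range 0.00395 to 0.437), and -0.11 for the interaction (0.200, range 0.0344 to 0.776). The Starv difference passed under fry (0.00690), with no filter (-0.26, 0.0181), without shBruce Starv replicate 2 (-0.24, 0.0285) and with length and GC trends removed (-0.16, 0.0356), that with starvation in shBruce MEFs under fry (0.00395) and with no filter (-0.28, 0.0210), and the interaction without shBruce Starv replicate 2 (-0.16, 0.0344). The FM median was -0.01 without shRenilla FM replicate 1, shBruce FM replicate 3 or shBruce Starv replicate 1 and -0.04 without shRenilla FM replicate 2. With starvation, the median was -0.05 without shRenilla FM replicate 1 or 3 and -0.04 without shRenilla Starv replicate 3 in shRenilla MEFs, and -0.14 without shBruce FM replicate 1 and -0.17 without shBruce Starv replicate 1 in shBruce MEFs. The interaction was -0.05 without shRenilla FM replicate 2 and -0.04 without shBruce FM replicate 1.

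Of the 94 TFEB targets tested, 14 rose and 0 fell with starvation in shRenilla MEFs (median 0.19, 33 at an unadjusted p under 0.05), and 26 rose and 2 fell in shBruce MEFs (median 0.22).

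The paper reports a lower EGFR protein level in Bruce−/− MEFs, a different line from the shBruce MEFs. Egfr, on chromosome 11 of GRCm38 from 16752203 to 16918158 on the plus strand, had 600 ± 111 normalized counts in shRenilla FM and 386 ± 58.9 in shBruce FM (SD, n = 3), a log2 fold change of -0.64 (edgeR, standard error 0.25, adjusted p = 0.310). In Starv it had 662 ± 133 and 350 ± 140 (SD, n = 3), a log2 fold change of -0.91 (edgeR, standard error 0.25, adjusted p = 0.0285), and with length and GC trends removed -0.37 (0.151). Over the alternatives its adjusted p ranged from 0.00911 to 0.759 in FM, where it passed with sample quality weights (-0.63, 0.00911), and from 1.1e-04 to 0.199 in Starv, where it did not pass in the fit of only the groups compared (-0.92, 0.117) or without shRenilla Starv replicate 1 (-0.83), shRenilla Starv replicate 2 (-0.82), shBruce Starv replicate 1 (-0.82) or shBruce Starv replicate 2 (-0.70).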
